# Transcriptomic Analysis of Vitrified–Warmed vs. Fresh Mouse Blastocysts: Cryo-Induced Physiological Mechanisms and Implantation Impact

**DOI:** 10.3390/ijms25168658

**Published:** 2024-08-08

**Authors:** Chi-Ying Lee, Han-Ni Tsai, En-Hui Cheng, Tsung-Hsien Lee, Pin-Yao Lin, Maw-Sheng Lee, Chun-I Lee

**Keywords:** blastocyst, vitrification, transcriptome, gene expression, implantation, microRNAs, next-generation sequencing, frozen embryo transfer, assisted reproduction

## Abstract

Blastocyst vitrification has significantly improved embryo transfer methods, leading to higher implantation success rates and better pregnancy outcomes in subsequent frozen embryo transfer cycles. This study aimed to simulate the transcriptional changes caused by vitrifying human blastocysts using mouse blastocysts as a model and to further investigate these changes’ effects. Utilizing a human vitrification protocol, we implanted both vitrified and fresh embryos into mice. We observed the implantation success rates and performed transcriptomic analysis on the blastocysts. To validate the results from messenger RNA sequencing, we conducted reverse transcriptase-quantitative polymerase chain reaction (RT-qPCR) to measure the expression levels of specific genes. Based on mRNA profiling, we predicted the microRNAs responsible for the regulation and used qPCR basic microRNA assays for validation. Our observations revealed a higher implantation success rate for vitrified embryos than fresh embryos. Transcriptomic analysis showed that vitrified–warmed blastocysts exhibited differentially expressed genes (DEGs) primarily associated with thermogenesis, chemical carcinogenesis-reactive oxygen species, oxidative phosphorylation, immune response, and MAPK-related signaling pathways. RT-qPCR confirmed increased expression of genes such as *Cdk6* and *Nfat2*, and decreased expression of genes such as *Dkk3* and *Mapk10*. Additionally, gene-microRNA interaction predictions and microRNA expression analysis identified twelve microRNAs with expression patterns consistent with the predicted results, suggesting potential roles in uterine epithelial cell adhesion, trophectoderm development, invasive capacity, and immune responses. Our findings suggest that vitrification induces transcriptomic changes in mouse blastocysts, and even small changes in gene expression can enhance implantation success. These results highlight the importance of understanding the molecular mechanisms underlying vitrification to optimize embryo transfer techniques and improve pregnancy outcomes.

## 1. Introduction

Vitrification, a cryopreservation technique that significantly enhances the flexibility of in vitro fertilization (IVF) procedures, allows for the efficient preservation of embryos before their transfer in subsequent menstrual cycles. While some studies have suggested that blastocyst vitrification improves perinatal outcomes, such as higher newborn weights [1,2,3], others indicate no significant differences [4]. Factors influencing embryo implantation include synchronization between endometrial maturation and the transferred embryos, female age, uterine condition, and embryonic factors. However, the impact of blastocyst vitrification and warming on embryo implantation and clinical outcomes remains to be fully elucidated.

This study aims to investigate the stress-induced physiological changes in mouse embryos caused by vitrification and warming through comprehensive transcriptomics and in silico analysis. The altered messenger RNA (mRNA) and microRNA profiles will contribute to our understanding and assessment of the impacts caused by the freeze-thaw process. Transcriptomic profiling of preimplantation embryos can identify genes that characterize this developmental stage, providing potential markers and insights into their functional features [5]. Nevertheless, the small and rapid changes in the embryo transcriptome pose significant research challenges.

Transcriptomic analysis involves RNA sequencing or microarray techniques to identify and quantify the expression levels of RNA transcripts, including messenger RNA (mRNA) and microRNA. The interaction between microRNA and mRNA is a crucial mechanism for regulating gene expression, wherein specific microRNAs can recognize and bind to specific mRNA molecules based on complementary base pairing, leading to mRNA degradation or translation inhibition [6].

Previous studies have employed various vitrification protocols [7,8,9,10]. We aim to extend the transcriptomics analysis results using in silico approaches to establish connections with the final implantation outcomes. This approach may provide potential explanations for the stress responses induced in embryos by the freeze-thaw process. In contrast, our study utilizes clinically relevant human vitrification protocols to detect gene expression profiles in a mouse model. It has been suggested that blastocysts may interact with the endometrium through microRNA and coordinate gene expression during the peri-implantation period [11]. Blastocyst vitrification alters the microRNA profile [12]; however, the relationship between the altered microRNA and mRNA profiles remains uncertain.

By employing mRNA sequencing for comprehensive transcriptomic analysis and in silico analysis, our study investigates the effects of blastocyst vitrification on mRNA expression and aims to elucidate how changes in gene expression in vitrified–warmed embryos might influence blastocyst implantation and subsequent fetal development. By employing mRNA sequencing for comprehensive transcriptomic analysis, we investigate the effects of blastocyst vitrification on mRNA expression and explore the interaction between microRNA and mRNA in this context. Our approach utilizes clinically relevant human vitrification protocols in a mouse model, enhancing the translational relevance of our findings.

While previous studies have separately indicated the impact of mRNA and microRNA on embryo implantation [7,11], a comprehensive investigation into the effects of human vitrification freezing protocols on the interplay between these two molecular profiles is lacking. Our study seeks to examine transcriptome changes and identify potential functional alterations comprehensively, offering insights into the complex interplay between microRNA regulation and gene expression in the context of embryo viability and implantation potential. Elucidating these functional changes is crucial for understanding how they may influence blastocyst development and embryo implantation. This research aims to contribute to the development of more effective vitrification protocols and potentially improve the success rates of assisted reproductive technologies, addressing significant challenges in the field of reproductive medicine.

## 2. Results

### 2.1. Impact of Vitrified–Warmed Mouse Blastocysts on Implantation

In this stage, we evaluated whether vitrified–warmed mouse blastocysts would affect implantation. Sixty embryos were randomly transferred, with thirty embryos subjected to vitrification-warming before transfer. To eliminate the potential impact of individual differences in mice on the implantation success rate, we transferred vitrified–warmed embryos into one side of the uterus and fresh embryos into the other side of the same mouse.

Mouse embryos were frozen using a clinical vitrification kit. Six vitrified–warmed and six fresh embryos were implanted into the right and left uterine horns of five mice, respectively. The implantation success rates for the vitrified–warmed and fresh embryos were 83.3% and 56.7%, respectively (*p* = 0.039; Table 1). Vitrification significantly increased the implantation success rate in this study.

### 2.2. Effect of Cryopreservation on Transcriptomic Profile

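The RNA-Seq data cover 3 aliquots of 1 pool of 100 fresh blastocysts and 3 aliquots of 1 pool of 100 vitrified–warmed blastocysts, with 1 library per aliquot. The libraries were made with the Ovation SoLo RNA-Seq kit, a method for very small amounts of RNA, and sequenced as paired-end reads. In CLC Genomics Workbench the authors trimmed the reads, aligned them to the mouse genome GRCm38 and counted fragments per gene. The counts are headed exon fragments, though 9035 genes have 0 exons annotated. Because the aliquots of a group come from 1 pool, the p-values of single genes measure the spread between aliquots, and no p-value covers the spread between pools or embryos. Fisher's exact tests take genes as units, and their p-values measure no spread between libraries. The exon fragments numbered 10788884, 11483521 and 11843562 (median 11483521) in the fresh libraries and 10707356, 9093411 and 11275436 (median 10707356) in the vitrified–warmed libraries. Exon fragments made up 63.2% to 63.6% of the fragments behind the FPKM values of the fresh libraries and 54.4% to 56.6% of those of the vitrified–warmed libraries. Nuclear 18S ribosomal RNA took 10.3% to 10.4% of exon fragments in the fresh libraries and 7.73% to 8.34% in the vitrified–warmed libraries. The protein-coding genes of mitochondrial DNA took 9.46% to 9.65% and 10.8% to 11.3%. At least 1 fragment was found for 20086 genes in fresh replicate 1, for 15558 and 15991 genes in the other fresh libraries and for 17563 to 17764 genes in the vitrified–warmed libraries. Of 28879 genes in the table, 12774 passed edgeR's filter on low counts and were tested with TMM normalization and the quasi-likelihood test. Counts are given as CPM after TMM normalization, and p-values adjusted by the Benjamini–Hochberg method over all genes tested unless another adjustment is named. The test, the gene lists, the rule for the genes named and the first set of alternative settings were fixed before the data were examined. In libraries simulated at this depth and spread, 78% of genes changed by 1.5-fold were recovered, all with a mean above 0.5 FPKM. Among 12236 simulated genes tested, 14 unchanged genes were called. Intervals and limits drawn from counts cover counting error only.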

We investigated the impact of cryopreservation on the transcriptomic profile of in vivo–derived blastocysts. Initially, candidate genes were selected based on criteria including an average FPKM value of all samples > 0.5, a *p*-value < 0.05, and a 1.5-fold change between the case and control groups. The analysis utilized a list of differentially expressed genes (DEGs) generated from the selection criteria for more than 1.5-fold changes. 

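Transcripts of Mt1 and Mt2, metallothioneins that bind zinc and other metals, and of Slc30a1, which exports zinc from the cell, showed the largest rises in vitrified–warmed blastocysts among genes with a mean above 5 FPKM. Slc30a1 (chromosome 1, 191906686 to 191913247 of GRCm38) had 13.7 ± 1.39 CPM (SD, n = 3) in fresh and 142 ± 14.5 (SD, n = 3) in vitrified–warmed blastocysts. This is a log2 fold change of 3.37 (standard error 0.09, adjusted p = 2.05e-11 from edgeR's quasi-likelihood test). Mt1 (chromosome 8, 94179088 to 94180327) rose from 106 ± 3.15 to 1096 ± 199 CPM (SD, n = 3 each), a log2 fold change of 3.37 (standard error 0.17, adjusted p = 5.98e-05 from edgeR). Mt2, beside it on the same chromosome, had a log2 fold change of 3.12 (standard error 0.07, adjusted p = 1.04e-11 from edgeR). Pigv, a mannosyltransferase of GPI anchor synthesis, Ddt, which encodes D-dopachrome tautomerase, and Sac3d1 followed with log2 fold changes of 2.39, 2.02 and 1.68. Among the falls, Cmbl, which encodes a hydrolase, went from 31.6 ± 1.62 to 8.03 ± 1.77 CPM (SD, n = 3 each), with a log2 fold change of -1.99 (standard error 0.13, adjusted p = 9.90e-09 from edgeR). Rrp9 and Wdr46, both needed to make the small ribosomal subunit, had log2 fold changes of -1.78 and -1.46. Atg5, which extends the autophagosome membrane, Mydgf, a secreted growth factor, and Sox15, a transcription factor, had log2 fold changes of -1.60, -1.59 and -1.56. In all, 4034 genes were higher and 4188 lower in vitrified–warmed blastocysts at an adjusted p under 0.05 in edgeR. At the study's thresholds, a mean above 0.5 FPKM, an unadjusted p under 0.05 and at least a 1.5-fold change, 1172 genes were higher and 1477 lower. Of these, 1151 of the higher and 1383 of the lower genes are also called in the authors' deposited table, and none is called there in the opposite direction. With limma on log2 FPKM, where no scaling was applied and the median of all genes shifted by -0.13, 607 genes were higher and 1690 lower at the study's thresholds.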

In total, 2642 DEGs (1239 upregulated and 1403 downregulated genes) were identified in the vitrified–warmed blastocysts (Supplementary Table S1). Due to the limited amount of mRNA in each sample and the embryos being in a stage of rapid development, several gene expressions were found to be exclusive to either the case or control cells.

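Moap1, a regulator of apoptosis, was seen in all 3 vitrified–warmed libraries and in none of the fresh libraries, at 17.0 ± 1.14 CPM (SD, n = 3), at least 191-fold higher than in fresh blastocysts. Syce3, a protein of the synaptonemal complex, and Myl7, a myosin light chain of the heart atrium, were likewise seen only in vitrified–warmed libraries, at least 22.6-fold and at least 21.0-fold higher. Iah1, at 5.90 ± 1.23 CPM (SD, n = 3) in fresh blastocysts, had no fragment in any vitrified–warmed library and was at least 61.3-fold lower there. Krtdap, a gene of keratinocyte differentiation, and Hist1h2aj, one of a family of near-identical histone H2A genes that share reads, were at least 15.7-fold and at least 12.7-fold lower. Each bound takes 3 counts over a group as the limit that a count of 0 allows. In total, 735 genes had fragments in all 3 vitrified–warmed and in no fresh library, and 566 had fragments in all 3 fresh and in no vitrified–warmed library. A mean above 0.5 FPKM in the group where they were seen was reached by 36 and 82 of these genes, respectively. Their median level was 3.67 fragments per library for the genes of vitrified–warmed blastocysts and 7 for those of fresh blastocysts. Tested genes with few fragments leaned upward as a set, with a median log2 fold change of 1.10 in the lowest abundance decile. Without fresh replicate 1, in which more genes were detected than in the other fresh libraries, 1804 genes were seen only in vitrified–warmed and 616 only in fresh libraries, and without fresh replicate 2 the counts were 839 and 876.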

### 2.3. Gene Ontology Enrichment Analysis in Vitrified–Warmed and Fresh Preimplantation Embryos

Gene ontology (GO) enrichment analysis [13] was conducted to identify the biological processes, cellular components, and molecular functions associated with the DEG. The selection criteria for enriched GO terms included a gene count ≥ 3, a false discovery rate < 0.01, and an enrichment fold-change ≥ 1.5.

Compared to fresh blastocysts, the upregulated DEGs in vitrified–warmed blastocysts were enriched for 32 GO terms, while the downregulated DEGs were enriched for 45 GO terms (Supplementary Table S2). 

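Genes annotated to parts of the respiratory chain were among those called higher in vitrified–warmed blastocysts, but no mitochondrial GO term passed the study's criteria against expressed genes. Of genes annotated to the assembly of complex I, the NADH dehydrogenase, 11 of 44 were higher at the study's thresholds for genes (2.22-fold enrichment, adjusted p = 0.575). For complex IV assembly, 6 of 20 genes were higher (2.66-fold, adjusted p = 0.732), and for integral proteins of the mitochondrial inner membrane 9 of 31 (2.54-fold, adjusted p = 0.200). For the mitochondrion as a whole, 139 of 1296 genes were higher (0.938-fold, adjusted p = 0.909). Among lower genes, 11 of 56 genes of the endoplasmic reticulum-Golgi intermediate compartment (1.30-fold, adjusted p = 0.891) and 6 of 48 genes of phospholipid biosynthesis (0.829-fold, adjusted p = 1) were called. These terms were chosen after their values were seen. At the study's criteria for terms, 1 term passed for higher genes, the root term for cellular components (115 of 653 genes, 1.54-fold, adjusted p = 1.54e-04), and none passed for lower genes. At an unadjusted p under 0.05 and the same fold and count, 39 terms passed for higher and 32 for lower genes. With calls from DESeq2, 1 term passed for higher and 0 for lower genes, and with a 2-fold threshold the root term passed in both directions. With all annotated genes as background, chosen after the data were seen, 5 terms passed for higher genes (mitochondrion, mitochondrial inner membrane, its integral components, complex I and complex I assembly) and 8 for lower genes, and with the authors' calls and that background 6 and 6. The mitochondrion was among those for lower genes as well. The test was a two-sided Fisher's exact test on the 1726 terms that the deposited table attaches directly to genes, without their parent terms, against annotated genes with a mean above 0.5 FPKM. Its p-values were adjusted separately for processes, components and functions, over both directions together. It was added after the table was seen to hold the terms. The paper used ShinyGO, which was not run here, so its counts come from an unlike test.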

Notably, among the upregulated DEGs, no molecular function terms were enriched; however, their enrichment fold-changes were considerably higher, with a maximum approaching 6-fold. In contrast, none of the enrichment fold-changes for the downregulated DEGs exceeded 3-fold.

The DEGs in the vitrified–warmed blastocysts were categorized into distinct functional groups based on their molecular functions, biological processes, and cellular components. Hierarchical clustering analysis was applied to the various functional categories for both up and downregulated DEGs. If GO terms shared more than 50% of genes, they were combined, and the most statistically significant term was selected (Figure 1).

GO enrichment analysis revealed that the upregulated DEGs were primarily associated with mitochondria and chromatin, whereas the downregulated DEGs were primarily associated with the endoplasmic reticulum-Golgi intermediate compartment, glycerolipid biosynthetic processes, and catalytic activity acting on nucleic acids, occupying the top three positions in terms of enrichment fold-changes.

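Of 79 nuclear genes for subunits of the respiratory chain and ATP synthase, 44 were higher and 11 lower in vitrified–warmed blastocysts, with a median log2 fold change of 0.23 (44 higher and 11 lower when adjusted over the list alone). Atp5g1, for a subunit of the ATP synthase membrane ring, rose from 45.3 ± 1.40 to 91.0 ± 7.30 CPM (SD, n = 3 each), a log2 fold change of 1.01 (standard error 0.07, adjusted p = 9.09e-09 from edgeR). Cox6a1 of complex IV and Ndufb11 of complex I had log2 fold changes of 0.77 and 0.85. Of the 13 protein-coding genes of mitochondrial DNA, 9 were higher and none was lower (median 0.15, 9 higher when adjusted over the list alone). ND2 and ND3, subunits of complex I, and ATP8, a subunit of ATP synthase, had log2 fold changes of 0.56, 0.37 and 0.39 (after a correction for exon length, ND3 had 0.0273 and no longer passed the test, ATP8 had -0.11, and the list's median was 0.0273). Genes for factors that assemble respiratory complexes went both ways, with 22 of 54 higher and 16 lower (22 higher and 16 lower when adjusted over the list alone, median -9.24e-04, mean 0.05). Cox10, which makes heme for complex IV, and Cox16 rose by 0.86 and 0.89 on the log2 scale, and Ndufaf4, a complex I assembly factor, fell by 1.12. At the study's thresholds 14 of 54 assembly genes above 0.5 FPKM were called higher, a 2.15-fold enrichment (Fisher's exact test, adjusted p = 0.0392). It was lost without fresh replicate 1, 2 or 3 (adjusted p = 0.128, 0.0549 and 0.372) and without vitrified–warmed replicate 2 or 3 (adjusted p = 0.196 and 0.0695), with limma on log2 FPKM (1.48-fold, adjusted p = 0.910) and after the correction for exon length (1.69-fold). Of 84 mitochondrial ribosomal protein genes, 34 were higher and 26 lower (median 0.10, 34 higher and 26 lower when adjusted over the list alone), among them Mrpl47, Mrpl40 and Mrps12 with log2 fold changes of 0.89, 0.74 and 1.06. Against all other genes, the nuclear subunit list was shifted upward (limma's camera, adjusted p = 0.0106), and this was lost with an estimated correlation between its genes (adjusted p = 0.685 with an estimated correlation). The adjusted p was 0.120 for the mitochondrial DNA list (0.0302 with only genes above 1 FPKM), 0.687 for the assembly list and 0.509 for the mitochondrial ribosome list. The change of the nuclear subunit list on its own had an adjusted p of 0.00298 in limma's fry. The assembly and mitochondrial ribosome lists, which went both ways, had 0.0127 and 0.0142 in fry. A pass in fry was thus not particular to the nuclear subunit list. Without fresh replicate 1 the adjusted p of the nuclear subunit list was 0.0780, and after a correction for exon length, added after the data were seen, its median was 0.12 (adjusted p = 0.595). With limma on log2 FPKM, relative to a median of all genes of -0.13, the medians of the mitochondrial DNA and mitochondrial ribosome lists were -0.02 and -0.07.

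**Figure D1:**
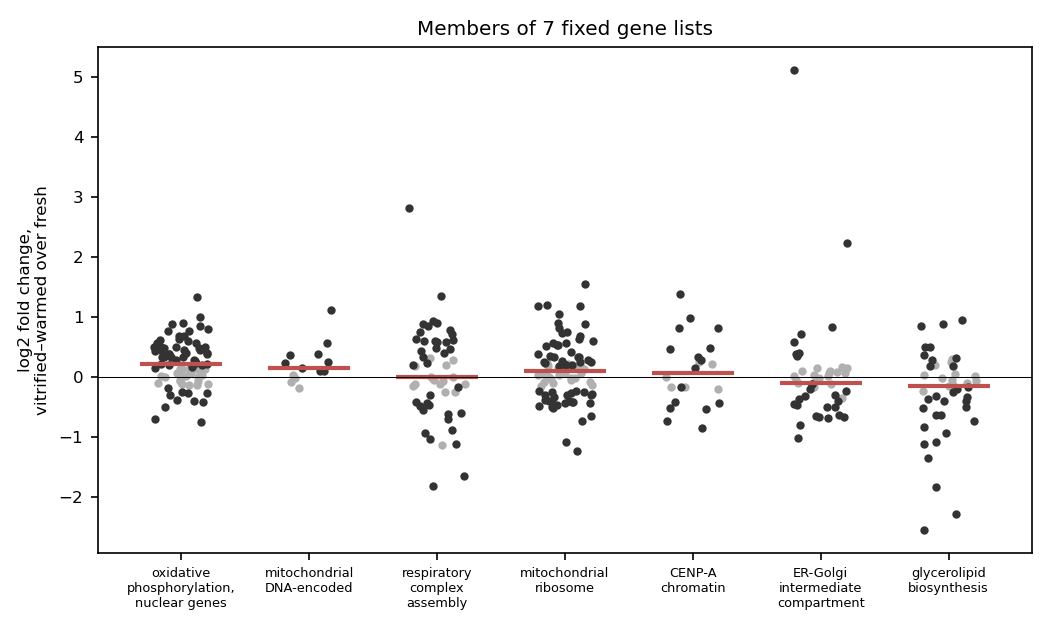
Log2 fold change of vitrified–warmed over fresh blastocysts (vertical axis) for each tested member of 7 gene lists (horizontal axis), with genes at an adjusted p under 0.05 in dark and others in light grey and the median of each list as a red line. The median is 0.23 for the nuclear genes of oxidative phosphorylation and -0.15 for glycerolipid biosynthesis, and with limma on log2 FPKM the medians of the mitochondrial DNA, mitochondrial ribosome and CENP-A lists are below 0 (-0.02, -0.07 and -0.09).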

### 2.4. Kyoto Encyclopedia of Genes and Genomes Pathway Enrichment Analysis

The upregulated and downregulated genes in vitrified–warmed blastocysts were analyzed to investigate their associations with the critical Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways (Supplementary Table S3). 

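Genes of cytokine signaling and of the metabolism of foreign compounds were enriched among those called higher in vitrified–warmed blastocysts, at the study's criteria for pathways. In the KEGG pathway for cytokines and their receptors, 11 of 38 expressed genes were higher, a 2.83-fold enrichment (Fisher's exact test, adjusted p = 0.0561). In the pathway for metabolism of xenobiotics by cytochrome P450, 9 of 21 were higher (4.19-fold, adjusted p = 0.0159). Pathways for DNA adducts in chemical carcinogenesis (7 of 14 genes, 4.89-fold), protein digestion and absorption (8 of 19, 4.12-fold) and drug metabolism by cytochrome P450 (6 of 16, 3.67-fold) also passed, as did MAPK signaling. Among lower genes, KEGG's folate biosynthesis pathway passed with 8 of 17 genes (3.44-fold, adjusted p = 0.0561), besides the NF-kappa B, herpes simplex virus 1 and Fc epsilon RI pathways. At an adjusted p under 0.2 and at least a 1.5-fold enrichment, 6 pathways thus passed for higher and 4 for lower genes out of 295 tested. The pathways are those that the deposited table gives for each gene, the background is the 4136 genes with a pathway and a mean above 0.5 FPKM, and the test was added after the table was seen to hold them. It was two-sided, with p-values adjusted over all pathways and both directions together. The paper used ShinyGO, which was not run here. With only genes above 1 FPKM, no pathway passed for higher and 2 for lower genes. With the fold taken from the ratio of mean FPKM without scaling, 19 and 7 passed, and without fresh replicate 2, 3 and 2. Against all annotated genes, a background chosen after the data were seen, 10 and 16 passed (10 and 12 with the authors' calls). Of 19 listed markers of blood and immune cells, 3 had enough fragments for the test. These 3, Hba-a1, Hbb-bs and Cd68, were called higher (8.30-fold, Fisher's exact test, adjusted p = 0.0184), with log2 fold changes of 3.12, 1.38 and 2.26. Hba-a1 and Cd68 passed the filter on low counts only through the vitrified–warmed libraries, so the 3 do not stand for the list. The list was not past limma's camera test (adjusted p = 0.0916, or 0.0310 with limma on log2 FPKM). Its median was -0.81 without a filter on low counts.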

With a false discovery rate (FDR) < 0.2 and fold-change ≥ 1.5, the upregulated DEGs were enriched for six pathways, while the downregulated DEGs were enriched for seven pathways (Figure 2).

Some pathways enriched by upregulated DEGs exhibited clear upstream and downstream relationships. For instance, the upstream pathways “Thermogenesis” (mmu04714) and “Chemical carcinogenesis-reactive oxygen species” (mmu05208) lead to “Oxidative phosphorylation” (mmu00190), promoting ATP generation within cells, ultimately affecting cell survival, proliferation, migration, and differentiation via the “MAPK signaling pathway” (mmu04010). These pathway associations are based on inferences and suggestions provided by KEGG (Figure 3).

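Signaling genes of the MAPK cascade rose more often than they fell in vitrified–warmed blastocysts, with 45 of 100 listed genes higher and 25 lower (median log2 fold change 0.15, 47 higher and 25 lower when adjusted over the list alone). Jun and Jund, transcription factors at the end of the cascade, had log2 fold changes of 1.60 and 1.36. Jund went from 15.8 ± 1.05 to 40.6 ± 1.45 CPM (SD, n = 3 each, standard error of the log2 fold change 0.09, adjusted p = 7.81e-09 from edgeR). Mapkapk5, a kinase activated by MAP kinases, had a log2 fold change of 1.22. Against all other genes the MAPK list was not past the test in limma's camera (adjusted p = 0.152). Its median lay at percentile 99.97 of random lists matched on exon length and expression, which treat genes as independent. With only genes above 1 FPKM its median was 0.19 (adjusted p = 0.0302), and with limma on unscaled log2 FPKM it was -0.02. Of 42 antioxidant genes, 19 were higher and 10 lower (median 0.13, or -0.04 with limma on log2 FPKM, 19 higher and 11 lower when adjusted over the list alone, camera adjusted p = 0.299). The ferritin chains Ftl1 and Fth1, which store iron, rose by 0.56 and 0.44 on the log2 scale. Gss, the enzyme of the last step of glutathione synthesis, fell by 0.97. Thermogenesis genes outside the respiratory chain were 22 higher and 27 lower of 63 (median -0.02, mean 0.09, 22 higher and 28 lower when adjusted over the list alone, camera adjusted p = 0.954). Arid1a, a chromatin remodeling subunit, and Coa3, a complex IV assembly factor, had log2 fold changes of 0.62 and 0.93. Cpt1a, which admits fatty acids to mitochondria, fell by 0.52. In the KEGG annotation, 23 of 155 expressed genes of the reactive oxygen species pathway were called higher (1.45-fold enrichment, Fisher's exact test, adjusted p = 0.515). For oxidative phosphorylation the count was 16 of 118 (1.33-fold, adjusted p = 0.762), and for non-alcoholic fatty liver disease 16 of 107 (1.46-fold, adjusted p = 0.581). With all annotated genes as background, chosen after the data were seen, all 3 passed the study's criteria for pathways (2.30-, 2.44- and 2.32-fold, adjusted p = 0.0118, 0.0373 and 0.0703). With a 2-fold threshold oxidative phosphorylation and fatty liver disease were at 0.754- and 0.623-fold, and after a correction for exon length, added after the data were seen, at 0.735- and 0.972-fold. From the pathways enriched among upregulated DEGs and the links that KEGG draws between them, the paper reasons that thermogenesis and reactive oxygen species feed into oxidative phosphorylation and ATP generation, which in turn act on cell survival and proliferation through MAPK signaling.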

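Genes of NF-kappa B signaling fell more often than they rose in vitrified–warmed blastocysts, with 21 of 46 listed genes lower and 10 higher (median log2 fold change -0.17, 10 higher and 21 lower when adjusted over the list alone). Tradd, an adaptor of the TNF receptor, fell from 6.86 ± 0.735 to 0.849 ± 0.266 CPM (SD, n = 3 each), a log2 fold change of -2.97 (standard error 0.28, adjusted p = 2.84e-07 from edgeR). Malt1, a protease that activates NF-kappa B, fell by 1.81 on the log2 scale, whereas Ripk1, a kinase recruited by the same receptor, rose by 2.41. Calling at the study's thresholds gave 14 of 36 listed genes above 0.5 FPKM as lower (2.56-fold enrichment, Fisher's exact test, adjusted p = 0.00677). In the KEGG annotation the count was 19 of 46 (3.02-fold, adjusted p = 6.32e-04). Neither test was matched on abundance. Falls of at least 1.5-fold were found for 29.3% of tested genes in the 4th abundance decile and 1.02% in the highest. The median of the NF-kappa B list lay at percentile 8.56 of random lists matched on exon length and expression. The enrichment is thus not shown to be a trait of these genes apart from their abundance. Among autophagy genes, 28 of 57 were lower and 12 higher (median -0.18, 13 higher and 28 lower when adjusted over the list alone). Atg101, part of the kinase complex that starts autophagy, and Tfeb, a transcription factor for lysosomal genes, had log2 fold changes of -1.96 and -1.03. In the KEGG pathway, 21 of 106 expressed genes were called lower (1.45-fold, adjusted p = 0.544). Genes downstream of the Fc epsilon receptor were 13 higher and 12 lower of 31 (median 0.08, mean -0.04, 13 higher and 12 lower when adjusted over the list alone). Pik3r2, a PI3-kinase subunit, and Plcg2, a phospholipase, fell by 1.11 and 1.49, and the small GTPase Rac1 rose by 0.50. The KEGG pathway had 11 of 28 genes called lower (2.88-fold, adjusted p = 0.0490). Of 26 genes of GPI anchor synthesis, 12 were higher and 7 lower (median 0.24, mean -0.05, 13 higher and 7 lower when adjusted over the list alone). Pigw, which acylates the inositol of the anchor, and Pigyl, a subunit of the first enzyme, fell by 2.68 and 1.01. In the KEGG pathway 6 of 25 genes were called lower and 6 higher (adjusted p = 0.653 for lower). The autophagy and GPI anchor pathways passed for lower genes with all annotated genes as background, chosen after the data were seen (2.51- and 3.53-fold, adjusted p = 0.00700 and 0.121). Against all other genes none of these 4 lists was past limma's camera test, with adjusted p of 0.362 for NF-kappa B, 0.152 for autophagy, 0.968 for the Fc epsilon receptor and 0.637 for GPI anchors. With limma on log2 FPKM the autophagy list had a median of -0.33 (adjusted p = 0.0376) and the Fc epsilon receptor list one of -0.08. The enrichment of the NF-kappa B list was lost without fresh replicate 1, fresh replicate 3 or vitrified–warmed replicate 3 (adjusted p = 0.128, 0.0538 and 0.0669) and with only genes above 1 FPKM (2.57-fold, adjusted p = 0.0586), and that of the Fc epsilon RI pathway without fresh replicate 2 or vitrified–warmed replicate 3 (adjusted p = 0.230 and 0.474), with only genes above 1 FPKM, with a 2-fold threshold and after a correction for exon length added after the data were seen (adjusted p = 0.396, 0.281 and 0.423).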

Interestingly, the pathways enriched by downregulated DEGs were mostly directly or indirectly involved in immune responses, such as “Herpes simplex virus 1 infection” (mmu05168), “NF-kappa B signaling pathway” (mmu04064), “Autophagy-animal” (mmu04140), “Fc epsilon RI signaling pathway” (mmu04664), and “Glycosylphosphatidylinositol (GPI)-anchor biosynthesis” (mmu00563).

### 2.5. RT-qPCR Validation of Key Genes

Based on the previous pathway enrichment analysis, we selected key genes related to cell cycle regulation for validation by reverse transcription-quantitative polymerase chain reaction (RT-qPCR).

The six validated genes exhibited expression trends consistent with the RNA-Seq data (Figure 4). RT-qPCR analysis demonstrated upregulated mRNA expression of *Cdk6* and *Nfat2*, whereas *Dkk3*, *Mapk10*, and *Egfr* mRNA levels were downregulated. Additionally, the expression pattern of *Dkk1* corroborated the RNA-Seq findings. The gene expression differences between vitrified and fresh embryos analyzed through RT-qPCR were concordant with the RNA-Seq results, indicating the reliability of the transcriptomic data.

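In the RNA-Seq counts, Cdk6, a kinase that drives cells out of the G1 phase, was higher in vitrified–warmed blastocysts, and Egfr, the receptor of epidermal growth factor, Dkk3, a secreted Dickkopf protein, and Mapk10, a JNK kinase, were lower. Cdk6 (chromosome 5, 3343891 to 3531008 of GRCm38) rose from 1.95 ± 0.471 to 8.84 ± 1.40 CPM (SD, n = 3 each), a log2 fold change of 2.17 (standard error 0.23, adjusted p = 8.69e-07 from edgeR). Egfr (chromosome 11, 16752203 to 16913907) had 18, 17 and 41 fragments in the fresh libraries and 0, 0 and 1 in the vitrified–warmed libraries, a ratio of 70.0-fold (95% counting interval 12.2 to 2801), with an adjusted p of 2.08e-05 from edgeR. Dkk3 (chromosome 7, 112116019 to 112159121), at 1.36 ± 0.175 CPM (SD, n = 3) in fresh blastocysts, had no fragment in the vitrified–warmed libraries and was at least 14.2-fold lower, with 3 counts over the group as the limit that a count of 0 allows (adjusted p = 4.52e-05 from edgeR). Mapk10 (chromosome 5, 102907948 to 103211339) went from 2.88 ± 0.649 to 1.32 ± 0.411 CPM (SD, n = 3 each), with an adjusted p of 0.0143 from edgeR. Nfatc1 (Nfat2, chromosome 18, 80606205 to 80713071), a transcription factor activated by calcineurin, had 0.929 ± 0.842 and 1.45 ± 0.513 CPM (SD, n = 3 each), and its log2 fold change of 0.66 did not pass the test (standard error 0.60, adjusted p = 0.349 from edgeR). Dkk1, a secreted inhibitor of Wnt signaling, had too few fragments for the edgeR test, at 0.830 ± 0.345 and 0.520 ± 0.140 CPM (SD, n = 3 each). The exact two-sided permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow, for Cdk6, Egfr, Dkk3 and Mapk10, p = 0.3 for Dkk1 and p = 0.4 for Nfatc1. Of the 5 genes tested, 1 was higher and 3 were lower over all genes, and 1 higher and 3 lower when adjusted over the list alone, which is not independent evidence because the study chose the genes on these samples. Without fresh replicate 1 the log2 fold change of Nfatc1 was 1.59 (adjusted p = 0.0184 from edgeR), and Mapk10 had an adjusted p of 0.0690 without fresh replicate 2 and 0.0543 without vitrified–warmed replicate 1.

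**Figure D2:**
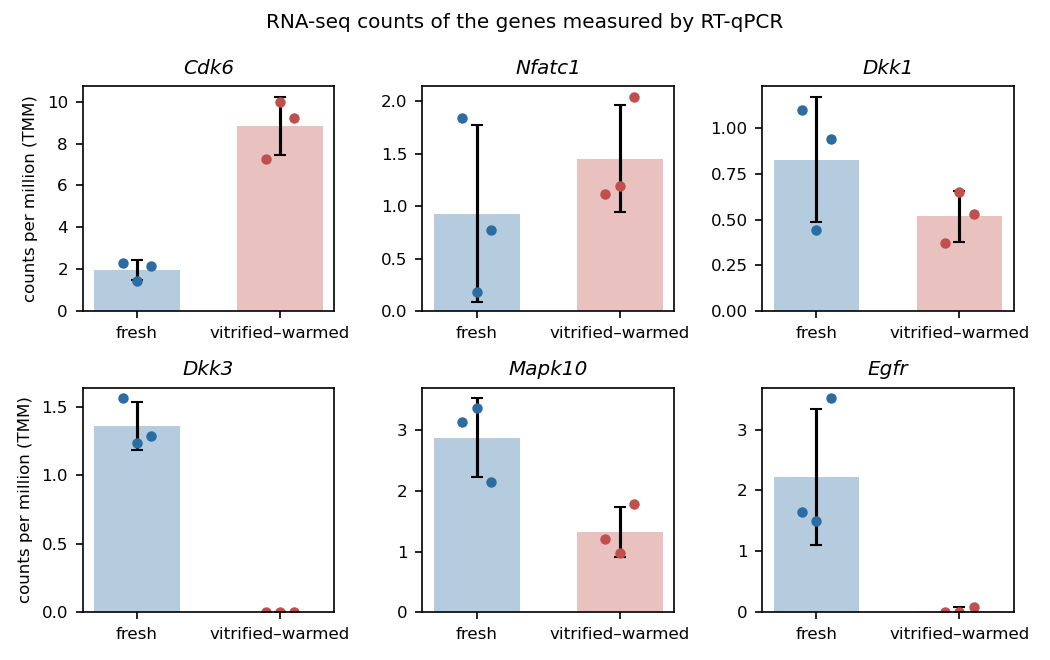
CPM after TMM normalization (vertical axes, each from 0) of the 6 genes measured by RT-qPCR in fresh (blue) and vitrified–warmed (red) blastocysts, with 1 point per library, bars for the mean and error bars for the SD (n = 3 aliquots of 1 pool per group). Cdk6 averages 1.95 in fresh and 8.84 in vitrified–warmed libraries without overlap, and the points of Nfatc1 and Dkk1 overlap between the groups.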

### 2.6. Prediction of MicroRNA Involvement in Vitrified–Warmed Embryos

microRNAs are small noncoding RNAs, approximately 21–23 nucleotides in length, that play a crucial role in regulating gene expression by binding to target messenger RNAs (mRNAs). We employed bioinformatics tools to predict which microRNAs may be implicated in vitrified–warmed embryos based on the observed mRNA expression profiles.

We analyzed the entire gene list using GSEA v.4.1.0 [14,15] to extract putative microRNAs. The predicted microRNA expression trend decreased if the enrichment score was negative and increased if the score was positive. Our analysis identified the enrichment of 536 microRNAs with a *p*-value of 0.05 in vitrified–warmed blastocysts (Supplementary Table S5).

### 2.7. Identification and Functional Analysis of Validated MicroRNA Candidates in Vitrified–Warmed Embryos

The miRCURY experimental analysis, with a fold-change cutoff of 1.5 and a quality threshold exceeding level “B”, identified 97 out of 768 tested microRNAs meeting these criteria (Supplementary Table S6). By intersecting the predicted and experimental microRNA datasets, we identified 14 potential microRNA candidates. However, only 12 of these microRNAs exhibited consistent expression trends between the predicted and experimental results (Table 2), validating the performance trends of the predicted microRNA candidates in vitrified embryos.

To investigate the potential roles of these validated microRNA candidates in vitrified embryos, we extracted the target genes of the 12 microRNAs for functional enrichment analysis. This analysis provided insights into the interactions between microRNAs and their target messenger RNAs (mRNAs) in vitrified–warmed embryos (Table 3).

## 3. Discussion

While previous studies have reported differential transcriptional or microRNA expression in vitrified–warmed blastocysts compared to fresh blastocysts, the correlation between these two molecular profiles has not been comprehensively explored. The present study aimed to simultaneously analyze the transcriptome and microRNA expression in vitrified–warmed blastocysts using RNA-sequencing and microRNA profiling, respectively, to elucidate the potential molecular changes induced by the vitrification process.

To ensure clinical relevance, we performed vitrification of mouse blastocysts using a vitrification kit similar to those employed in human in vitro fertilization (IVF) procedures. Additionally, we conducted implantation assays to validate that the implantation mechanism in the mouse model closely resembles the human process. Specifically, six vitrified–warmed blastocysts were transferred into the right uterine horn of pseudopregnant female mice, while an equal number of fresh blastocysts were transferred into the left uterine horn of the same recipients. This experimental design accounted for potential differences in maternal and uterine synchrony.

Notably, our study revealed a higher implantation rate for vitrified blastocysts compared to fresh blastocysts. This significant difference in implantation rates aligns with some clinical retrospective studies [16], although others have shown no significant disparity [17,18]. It is crucial to acknowledge the species differences between humans and mice, as most studies in mice and other species have demonstrated slightly lower implantation rates for vitrified blastocysts [19]. While we cannot definitively conclude that the application of human clinical protocols to mouse embryos is responsible for these divergent results, our findings clearly demonstrate that the freeze-thaw process induces changes in mRNA and miRNA profiles.

This observation suggests that vitrified mouse blastocysts may exhibit a higher implantation success rate due to specific molecular changes induced by the vitrification process. To elucidate the mechanisms behind this phenomenon, we conducted a comprehensive transcriptomic analysis. Our aim was twofold: to confirm mRNA and miRNA alterations due to freeze-thaw processes in a stable model organism, and to investigate how these changes in blastocysts might influence implantation rates.

The discrepancy between our results and previous studies in mice underscores the complexity of cryopreservation effects on embryo viability and implantation potential. It highlights the need for a deeper understanding of the molecular mechanisms at play. Our transcriptomic analysis provides valuable insights into these mechanisms, potentially explaining the enhanced implantation success of vitrified blastocysts observed in our study.

In the following sections, we will delve into the specific transcriptomic changes observed in vitrified blastocysts compared to fresh ones. This analysis reveals alterations in key genetic pathways and regulatory networks that may contribute to the improved implantation rates. By examining these molecular changes in detail, we aim to shed light on the underlying biological processes affected by vitrification and their potential impact on embryo development and implantation success.

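Genes of chromatin that contains CENP-A, the histone variant that marks the centromere, went both ways in vitrified–warmed blastocysts. Of 22 genes for CENP-A, the proteins bound to it and the factors that load it, 9 were higher, 7 lower and 6 did not pass the test (9 higher and 7 lower when adjusted over the list alone). Cenpw, a histone-fold protein of the inner kinetochore, rose from 17.3 ± 1.03 to 45.4 ± 3.66 CPM (SD, n = 3 each), a log2 fold change of 1.39 (standard error 0.09, adjusted p = 7.81e-09 from edgeR). Cenpu, another inner kinetochore protein, rose by 0.82 on the log2 scale, and Stra13, which encodes CENP-X, fell by 0.73. The median log2 fold change of the list was 0.08, or -0.09 with limma on log2 FPKM, and the list was not past limma's camera test (adjusted p = 0.864). Of its genes, 4 of 22 were called higher at the study's thresholds (1.51-fold enrichment, Fisher's exact test, adjusted p = 0.760). Among genes that the deposited table annotates to the GO term chromatin, 7 of 121 were called higher (0.506-fold, adjusted p = 0.597) and 5 of 121 lower (0.273-fold, adjusted p = 0.0124). For the kinetochore 5 of 118 were called higher (0.371-fold, adjusted p = 0.261). Both terms were chosen after their values were seen.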

GO term enrichment analysis of DEGs in vitrified–warmed blastocysts revealed up-regulation of genes associated with mitochondrial functions and chromatin regulation, particularly those related to mitochondria and CENP-A-containing chromatin (Figure 1A). These findings indicate that the vitrification-warming process triggers blastocyst stress-related responses, with upregulated gene expressions primarily converging into these two cellular function categories. Conversely, the downregulated DEGs (Figure 1B) exhibited a more diverse pattern, encompassing categories, such as intracellular transport, glycerolipid biosynthetic processes, and catalytic activity acting on nucleic acids. This diversity underscores the complexity of gene expression changes induced by vitrification in blastocysts.

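Genes of glycerolipid synthesis fell more often than they rose in vitrified–warmed blastocysts, with 21 of 44 lower and 10 higher (10 higher and 21 lower when adjusted over the list alone). Pcyt2, the regulated enzyme of phosphatidylethanolamine synthesis, fell from 23.1 ± 0.773 to 6.51 ± 0.731 CPM (SD, n = 3 each), a log2 fold change of -1.83 (standard error 0.12, adjusted p = 1.07e-08 from edgeR). Lpin3, a phosphatidate phosphatase, and Agpat2, which makes phosphatidate, fell by 2.28 and 0.63 on the log2 scale. Of 46 genes of the compartment between the endoplasmic reticulum and the Golgi, 19 were lower and 8 higher (8 higher and 19 lower when adjusted over the list alone, median -0.10, mean 0.03). The cargo receptors Tmed2 and Tmed7 fell by 0.49 and 0.66, and Kdelr3, a receptor that returns proteins to the endoplasmic reticulum, rose by 2.23. Among enzymes that act on nucleic acids, 25 of 39 genes that charge tRNAs with amino acids were lower and 5 higher (median -0.29, 5 higher and 25 lower when adjusted over the list alone). Vars, Fars2 and Tars2, which charge tRNAs for valine, phenylalanine and threonine, fell by 1.00, 2.61 and 1.17. Of 86 DNA repair genes, 33 were lower and 19 higher (median -0.05, 19 higher and 33 lower when adjusted over the list alone), and Xrcc3, a recombination gene, rose from 0.745 ± 0.251 to 10.4 ± 0.0641 CPM (SD, n = 3 each). Against all other genes the tRNA list was shifted downward in limma's camera (adjusted p = 0.0173), which was lost with an estimated correlation (adjusted p = 0.553 with an estimated correlation) and after a correction for exon length added after the data were seen (adjusted p = 0.141). The glycerolipid, intermediate compartment and DNA repair lists had adjusted p of 0.227, 0.431 and 0.482. In the KEGG annotation 10 of 44 genes of aminoacyl-tRNA biosynthesis were called lower (1.66-fold enrichment, Fisher's exact test, adjusted p = 0.592) and 14 of 63 of phosphatidylinositol signaling (1.63-fold, adjusted p = 0.527). Aminoacyl-tRNA biosynthesis passed the study's criteria for pathways with the fold taken from the ratio of mean FPKM (1.84-fold, adjusted p = 0.170) and, chosen after the data were seen, with the authors' p and uncalibrated fold (1.85-fold, adjusted p = 0.170). Both pathways passed with all annotated genes as background, also chosen after the data were seen (3.47- and 2.43-fold, adjusted p = 0.0230 and 0.0566).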

Inhibiting glycerolipid biosynthetic processes in bovine embryos produced in vitro has been shown to reduce lipid content, increase mitochondrial activity, and improve cryotolerance, while also favoring the expression of genes involved in lipid metabolism regulation and oxidative stress response [20]. Additionally, cryopreserved embryos may experience reductions in mitochondrial size, number, or functionality [21,22]. Although vitrification has a lesser impact on embryos than slow freezing, it still causes membrane damage, mitochondrial dysfunction, and DNA damage [23]. Our fold enrichment analysis revealed significant alterations in chromatin regulation and cellular mitochondrial function, supporting the involvement of these processes in the observed changes. The frequent mention of mitochondria-related terms underscores the importance of mitochondria as primary energy-producing organelles in vitrified–warmed blastocysts. Interestingly, our results suggest that mitochondrial function, DNA repair, and glycerolipid biosynthesis begin to recover at an early stage following vitrification and warming.

We characterized the molecular response of vitrified–warmed embryos through pathway enrichment analysis of DEGs. 

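Genes that attach O-linked sugars other than mucin type were 9 higher and 6 lower of 23 in vitrified–warmed blastocysts, with a median log2 fold change of 0.18 (9 higher and 6 lower when adjusted over the list alone). B3glct, which adds glucose to fucose on thrombospondin repeats, rose from 4.75 ± 1.14 to 18.5 ± 2.63 CPM (SD, n = 3 each), a log2 fold change of 1.95 (standard error 0.17, adjusted p = 1.77e-07 from edgeR). Gxylt1, a xylosyltransferase for Notch repeats, and B4galt1, a galactosyltransferase, rose by 0.78 and 0.61 on the log2 scale. At the study's thresholds 7 of 19 listed genes above 0.5 FPKM were called higher, a 3.06-fold enrichment (Fisher's exact test, adjusted p = 0.0392). The list was not past limma's camera test against all other genes (adjusted p = 0.637). Its median lay at percentile 92.7 of random lists matched on exon length and expression, and the enrichment test was not matched on abundance. The enrichment was lost without fresh replicate 1, 2 or 3 (adjusted p = 0.0621, 0.157 and 0.0538), with the calibration to housekeeping genes (adjusted p = 0.0610), with only genes above 1 FPKM (adjusted p = 0.104), with limma on log2 FPKM (adjusted p = 0.434) and after a correction for exon length, added after the data were seen (adjusted p = 0.0648).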

KEGG pathway enrichment analysis of upregulated DEGs indicated the enrichment of gene functions promoting thermogenesis, oxidative phosphorylation, and O-glycan biosynthesis in vitrified–warmed embryos. Specifically, enriched pathways included thermogenesis, chemical carcinogenesis-reactive oxygen species, oxidative phosphorylation, nonalcoholic fatty liver disease, other types of O-glycan biosynthesis, and the MAPK signaling pathway (Figure 2). These pathways collectively contribute to ATP production, cell proliferation, angiogenesis, and migration (Figure 3). 

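Of the 176 expressed genes that KEGG assigns to thermogenesis, a pathway that takes in the respiratory chain besides signaling and chromatin genes, 25 were called higher and 13 lower in vitrified–warmed blastocysts at the study's thresholds. For higher genes this is a 1.39-fold enrichment (Fisher's exact test, adjusted p = 0.580), and for lower genes a 0.541-fold one (adjusted p = 0.342). Among pathways enriched for higher genes against expressed genes, the lowest adjusted p was that of metabolism of xenobiotics by cytochrome P450. With a 2-fold threshold the enrichment of thermogenesis was 0.632-fold, and after a correction for exon length, added after the data were seen, 0.936-fold. Thermogenesis passed the study's criteria for pathways with all annotated genes as background, also chosen after the data were seen (2.29-fold, adjusted p = 0.00794; 2.50-fold, adjusted p = 6.94e-04 with the authors' calls).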

Among the enriched pathways, thermogenesis exhibited the lowest false discovery rate (FDR), indicating the highest statistical significance. This suggests that, under cold stress, vitrified embryos attempt to enhance mitochondrial activity and increase ATP production for self-preservation. Previous studies have observed similar protective mechanisms in general cells and MII oocytes under cold conditions [24,25].

The downstream MAPK signaling pathway also showed a 1.78-fold gene enrichment. 

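Of expressed genes that KEGG assigns to MAPK signaling, which passes growth factor and stress signals to the nucleus, 27 of 145 were called higher in vitrified–warmed blastocysts, a 1.82-fold enrichment (Fisher's exact test, adjusted p = 0.0902). Another 23 genes of the pathway were called lower (1.16-fold, adjusted p = 0.928). The enrichment for higher genes was lost without fresh replicate 2 (adjusted p = 0.208), without vitrified–warmed replicate 1 (adjusted p = 0.202) and without vitrified–warmed replicate 2 (1.51-fold, adjusted p = 0.355). It was also lost with only genes above 1 FPKM, with a 2-fold threshold, with limma on log2 FPKM and with the calibration to housekeeping genes (1.68-fold, adjusted p = 0.266).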

Upregulated DEGs included genes such as *Nfat2* and *Cdk6*, which regulate cell proliferation, differentiation, stability, and pregnancy by mediating adhesion molecules and angiogenesis [26,27]. 

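Cdk6, a kinase of the cell cycle, averaged 0.107 FPKM in fresh and 0.428 FPKM in vitrified–warmed blastocysts, and 0.267 over all 6 libraries. Nfatc1, which encodes the transcription factor NFAT2, averaged 0.0792 and 0.109 FPKM, and 0.0943 over all libraries. Both genes lay under the mean of 0.5 FPKM that the study's selection of DEGs asks for, and so did Dkk1, Dkk3, Egfr and Mapk10.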

In summary, vitrified–warmed embryos respond to cold stress, cellular damage, and increased reactive oxygen species (ROS) by enhancing thermogenesis, oxidative phosphorylation, and energy metabolism. Providing antioxidants or additional culture time could assist in restoring embryonic health [21,28,29]. Concurrently, the MAPK signaling pathway activation may influence subsequent embryonic cell proliferation or implantation.

We further validated key genes from the enriched biological pathways to confirm the existence of MAPK signaling pathway activation. Specifically, we established the upregulated expression of *Cdk6* and *Nfat2*, which are known to, through the MAPK pathway, promote cell proliferation, differentiation, and migration [30,31]. It has been observed that MAPK10 inhibits the phosphorylation and activity of NFAT2, suggesting that decreased MAPK10 levels may enhance NFAT2 activity [32]. DKK3, on the other hand, serves as an essential transcription factor regulatory protein, and a decrease in *Dkk3* gene expression may facilitate the entry of transcription factors into the nucleus [33]. These genes were selected for validation from the RNA-Seq data to confirm the predisposition of the cells towards proliferation, differentiation, and migration.

For the downregulated DEGs, KEGG pathway enrichment analysis showed that the herpes simplex virus 1 infection pathway had the lowest FDR, indicating the highest statistical significance. This pathway is associated with inflammatory factors. 

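Zinc finger genes fell more often than they rose in vitrified–warmed blastocysts. Of 294 tested genes with a Zfp symbol, a family of DNA-binding proteins many of which KEGG places in its herpes simplex virus 1 pathway, 122 were lower and 73 higher (median log2 fold change -0.16, 73 higher and 122 lower when adjusted over the list alone). Zfp143, an activator of housekeeping promoters, fell from 67.5 ± 3.26 to 24.8 ± 1.52 CPM (SD, n = 3 each), a log2 fold change of -1.45 (standard error 0.07, adjusted p = 1.03e-09 from edgeR). Zfp791 fell by 3.66 on the log2 scale and Zfp142 rose by 1.38. In the family, 57 of 227 genes above 0.5 FPKM were called lower at the study's thresholds (1.65-fold enrichment, Fisher's exact test, adjusted p = 0.00276), which was lost with only genes above 1 FPKM (1.60-fold, adjusted p = 0.0586). Genes of the antiviral response in the same pathway, without zinc finger genes, were 16 higher and 13 lower of 49 (median -0.01, mean 0.18, 16 higher and 13 lower when adjusted over the list alone). Eif2ak2, a kinase that senses double-stranded RNA, rose from 0.150 ± 0.136 to 5.57 ± 0.775 CPM (SD, n = 3 each), and B2m, the light chain of class I molecules, rose by 0.88 on the log2 scale. Calr, a chaperone of the endoplasmic reticulum, fell by 0.38. In the KEGG annotation 56 of 225 expressed genes of the whole pathway were called lower (1.82-fold, adjusted p = 6.32e-04). In limma's camera the adjusted p was 0.207 for the zinc finger list and 0.883 for the antiviral list. The median of the zinc finger list lay at percentile 0.78 of random lists matched on exon length and expression, which treat genes as independent.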

Downregulation of genes related to herpes simplex virus 1 infection, and the associated decrease in inflammatory factors, suggests a reduced immune response. This immune response reduction may mimic the maternal immune system’s tolerance of the blastocyst. Consequently, the gene expression signature of immune evasion in vitrified–warmed blastocysts may contribute to the observed higher implantation success rate. Literature suggests that NF-kappa B upregulation can regulate and inhibit apoptosis [34]. Additionally, decreased NF-kappa B signaling pathway activity, observed in the human endometrium and early decidua during pregnancy, contributes to successful embryo implantation [35]. The Fc epsilon RI signaling pathway and glycosylphosphatidylinositol (GPI)-anchor biosynthesis are also involved in immune regulation. Our study found that embryos exhibit immune regulation to facilitate better implantation. MicroRNAs in exosomes may assist in the implantation process [11], likely serving as a communication method between the early embryo and the uterus or maternal system, coordinating mechanisms to achieve implantation.

Previous studies have suggested that preimplantation embryos may utilize microRNAs to self-regulate their development and coordination with the maternal uterus for preimplantation preparation [11,12]. We aimed to quantify microRNAs to verify whether embryos indeed use microRNAs for self-regulation and immune coordination with the uterus. By predicting microRNA candidates based on altered mRNA expression, we identified 12 microRNAs that potentially regulate vitrified–warmed blastocysts (Table 2). These microRNAs involve various biological processes, such as focal adhesion, energy metabolism, tissue differentiation, transcriptional regulation, immune regulation, autophagy, and cation regulation [36]. In our study, these microRNAs primarily influence processes related to immune response, regulation of embryonic stem cells, and inflammation (Table 3).

The regulation of miR-200 family members has been previously observed during the embryo implantation process, with a natural decrease in their levels modulating estradiol and progesterone levels, while their targets, Zeb1 and Zeb2, naturally increase [37]. Overexpression of the miR-200 family has been shown to inhibit implantation success rates in mice [38]. Low miR-200b expression may enhance and induce the angiogenic response of endothelial cells. MiR-200b regulates focal adhesion and germ-layer specification in early embryos, with decreased expression observed during implantation [37,39,40]. MiR-93 localizes to the differentiating primitive endoderm and trophectoderm of the blastocyst, controlling stem cell differentiation [39,41]. Additionally, increased miR-93 levels in trophoblast cells cause apoptosis and inhibit proliferation, migration, and invasion, whereas decreased miR-93 levels can reverse these mechanisms [42]. MiR-150-5p impacts placental cellular abilities, including migration, invasion, and angiogenesis of extravillous trophoblast cells, and regulates VEGF and MMP9 expression [43]. Our observations of differentially expressed miR-200b, miR-93, and miR-150 in vitrified–warmed embryos are consistent with these findings and may contribute to the increased implantation success rates observed in our study.

Based on the functional enrichment classification of microRNAs, the “Immune Response” category includes miR-9, miR-103a, miR-150, miR-93, and miR-200b. The decrease in miR-9 may lead to immune evasion or a reduction in innate immunity, as miR-9 downregulates inflammation [44,45,46,47]. The decrease in miR-150 affects T-cell differentiation and cytotoxic efficiency [48,49]. Additionally, the reduced expression of miR-150 may decrease kinase activity and limit activated T-cell proliferation [50], contributing to uterine receptivity. Similarly, the downregulation of miR-93 promotes immune evasion, a phenomenon observed in cancer cells [51,52]. By regulating Kindlin-2, the downregulation of miR-200b may promote cell focal adhesion formation and enhance migratory/invasive capabilities [53]. MiR-150 targets NOTCH3, which plays an important role in T-cell differentiation and leukemogenesis, and its reduction reduces T-cell proliferation and survival [54]. In our study, consistent with results in vitrified–warmed embryos, the expression of miR-150-5p was decreased, promoting successful implantation by regulating protein kinase activity and T-cell proliferation. This phenomenon, observed for the first time in embryos, might explain the improved implantation rates in mouse embryos in our study.

In stem cell differentiation, miR-361, secreted by human embryos, may regulate endometrial epithelial cell adhesion, and the downregulation of miR-361 may support implantation [55]. Furthermore, decreased expression of miR-9 inhibits human stem cell proliferation but enhances stem cell invasion [56], which may promote embryo implantation. Our study observed a decrease in miR-103a in embryos, with previous research also noting decreased miR-103a expression in follicular fluid, linked to improved embryonic development and success in IVF and embryo transfer [57]. Lower levels of miR-150-5p in the endometrium, plasma, or plasma exosomes have been identified as biomarkers for implantation [58,59]. MiR-148b, in vitrified–warmed sperm and oocytes, regulates fertilization and early embryonic development through the PTEN gene [60]. The miR-130b and miR-301b clusters are known to be involved in cellular aging and embryonic stem cell differentiation, and their decreased expression can lead to reduced cellular aging and increased cellular synthesis [61,62]. The simultaneous analysis of RNA-Seq and microRNA data confirmed that vitrified embryos might gain advantages in the preimplantation stages by modulating the immune response and stem cell regulation.

This study has several limitations. First, due to the small number of cells in each sample and the rapid changes in gene expression, some mRNAs were present only in the case or control cells. Consequently, we included many genes with significant fold changes in our list. After enrichment of the gene pathway and microRNA gene set, we performed qPCR verification on the critical genes in the pathway and microRNA array verification on the predicted microRNAs. Second, there are differences in the developmental patterns of mouse and human blastocysts, which may affect the generalizability of our findings to human embryos. Lastly, we did not specifically modify the mothers’ diet or hormone status, factors that could influence the interpretation of the results. We used a human cryopreservation kit on mouse blastocysts, and our in vivo study showed an increased implantation success rate for the vitrified mouse blastocysts.

Despite these limitations, our findings provide valuable insights into the molecular mechanisms by which vitrified–warmed embryos respond to cold stress and potential damage. The identification of key microRNAs and mRNA pathways involved in these processes enhances our understanding of the biological and physiological adaptations that support successful implantation and development. Further research is needed to explore these mechanisms in human embryos and to evaluate the potential clinical applications of our findings.

## 4. Materials and Methods

### 4.1. Mice

This study, which aimed to focus on the impact of freezing and thawing on embryos, was conducted under carefully controlled conditions. We selected commonly used, age-appropriate mouse strains to minimize unexpected interference from the maternal aspect. Female C57BL/6JNarl mice aged 6–8 weeks, male C57BL/6JNarl mice aged 10 weeks, and female and male ICR mice aged 8–12 weeks were obtained from the National Laboratory Animal Center in Taipei, Taiwan. These mice were housed in environments with humidity levels between 40% and 60%, a temperature of 22 ± 2 °C, and a photoperiod of 12 h of light and 12 h of darkness. This meticulous control of the environment ensures the reliability of our results. They had free access to food and water.

All animal experimental protocols involving animals underwent a rigorous review and were approved by the Institutional Animal Care and Use Committee of Chung Shan Medical University, Taichung, Taiwan (IACUC approval no. 2341). To minimize the impact of elevated carbon dioxide levels in the blood on the embryonic condition, all experimental mice were euthanized by the cervical dislocation method.

### 4.2. Preparation of Embryos

Superovulation was induced in 6–8-week-old virgin mice of the C57BL/6JNarl strain through intraperitoneal injection of 5IU pregnant mare serum gonadotrophin (Sigma Chemical Co., St. Louis, MO, USA), followed 48 h later by injection with 5 IU of human chorionic gonadotrophin (Serono, Rome, Italy). Each super-ovulated mouse was placed overnight in a cage with a sexually mature male mouse of the same strain [63]. The presence of a copulation plug in the vagina determined whether mating was successful. The mated female mice were euthanized through cervical dislocation 20 h after human chorionic gonadotrophin injection, and zygotes were collected from the oviducts. The cumulus cells of the zygotes were removed by exposure to hyaluronidase (80 IU/mL; Sigma). The zygotes were placed into wells with a fresh human tubal fluid medium. The HTF medium was prepared in-house following the protocol described by Quinn (1995) in “Enhanced Results in Mouse and Human Embryo Culture Using a Modified Human Tubal Fluid Medium Lacking Glucose and Phosphate” [64]. Embryos in the blastocyst stage were obtained by incubating the zygotes in an atmosphere with 5% CO_2_ at 37 °C for three days. Blastocysts were evaluated using the mouse grading system, and grade II and III blastocysts were selected as candidates for embryo transfer [65]. Images of the selected mouse embryos are provided as Supplementary Materials.

### 4.3. Embryo Vitrification and Warming

Significant species differences exist between humans and mice, so generalizations should be made cautiously. However, this study aimed to simulate human embryo vitrification closely. Therefore, we utilized human protocols on mouse embryos. The embryo vitrification process was carried out using a Cryotech Vitrification Kit (Cryotech, Tokyo, Japan), following the manufacturer’s instructions and the protocol outlined by Gutnisky et al. [66]. This kit comprises various solutions and devices designed for vitrifying and warming oocytes and embryos. We meticulously followed the manufacturer’s instructions for the experiments conducted herein.

Briefly, mouse embryos were equilibrated at room temperature for approximately 10 to 15 min in equilibration solution (ES), then transferred to vitrification solution (VS). After repeated aspiration in the VS, embryos and a minimal amount of liquid were individually loaded onto film strips and swiftly immersed in liquid nitrogen. For warming, the strips were directly immersed in the warming solution (TS) at 37 °C for 1 min. Embryos were then incubated for 3 min in diluent solution (DS) and washed twice for 5 min each in washing solution (WS). Post-warming, the embryos were incubated in human tubal fluid for 2 h before embryo transfer.

### 4.4. Embryo Transfer

Five recipient female mice (8–12-week-old, ICR strain) were prepared by mating with vasectomized male mice of the same strain 3 days before embryo transfer. Mating was confirmed by the presence of a vaginal plug the following morning. Thirty vitrified–warmed and thirty fresh blastocyst embryos from four C57BL/6JNarl mice were prepared for embryo transfer. Embryo transfer was performed 2.5 days following mating. Six vitrified–warmed blastocysts were transferred to the right uterine horn in the same recipient. The same number of fresh blastocysts was transferred to the left uterine horn of pseudo-pregnant recipients. The mice were euthanized 4 days after embryo transfer.

### 4.5. RNA-Seq Analysis

Transcriptomic analysis, a crucial component of this study, was performed using RNA sequencing technology to obtain mRNA expression information. For both vitrified–warmed and fresh embryos, 100 blastocysts were collected for each group. The embryos in each group were pooled and then divided into three aliquots for triplicate sequencing. This design resulted in six sample outcomes: three from vitrified–warmed embryos and three from fresh embryos.

Samples of 1 µL were taken to construct a library using the Ovation SoLo RNA-Seq library preparation kit (NuGEN Technologies, Redwood City, CA, USA; #0501-32). Two systems were used to assess the concentration and quality of the mRNA library. The concentration of mRNA was determined using the highly sensitive and accurate fluorescence-based Qubit 2.0 Fluorometer (Thermo Fisher Scientific, Waltham, MA, USA) with the dsDNA High Sensitivity Kit (Thermo Fisher Scientific, Waltham, MA, USA). The Agilent 2100 Bioanalyzer system (Agilent Technologies, Santa Clara, CA, USA) with the DNA 1000 assay assessed the mRNA quality. Sequencing commenced after confirming that the library exhibited good quality (an RNA integrity number, RIN, greater than 7 was considered the standard). Normalized RNA libraries were clustered and sequenced on an Illumina NovaSeq Sequencing System (Illumina, Inc., San Diego, CA, USA) (2 × 150 bp, paired-end). Each sample sequenced yielded at least five million reads.

This approach allowed us to maximize the reliability of transcriptomic data while working with a limited number of embryos. By pooling 100 embryos before division, we ensured sufficient RNA for analysis while minimizing individual variation. The triplicate sequencing of each pooled sample enhanced the statistical significance and reproducibility of our results, enabling a comprehensive understanding of the transcriptomic changes induced by the vitrification process.

### 4.6. Data Preprocessing

The resulting reads underwent quality control, trimming, alignment to the *Mus musculus* GRCm38 reference genome, and calculation of gene expression values using CLC Genomics Workbench v.10 (https://www.qiagenbioinformatics.com/products/clc-genomics-workbench/, accessed on 8 February 2021). The QC method of CLC Genomics Workbench v.10 was based on FastQC v 0.11.5 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/, accessed on 8 February 2021). This process involved removing low-quality sequences (limit = 0.01, with a quality value (QV) greater than 20) and any ambiguous nucleotides, with no ambiguous nucleotides allowed. Adapter sequences were also removed, using the following adapters: universal and indexed adapter ‘GCTCTTCCGATCT’. The alignment to the *Mus musculus* reference genome required that at least 50% of the reads’ length could be mapped to the reference genome, with at least 80% similarity in the mapped portion.

Gene expression data were normalized using Fragments Per Kilobase per Million (FPKM) [67] and calibrated using the geometric mean of housekeeping genes (including 12 genes: *Actb, B2m*, *Gapdh*, *Hprt*, *Pgk1*, *Ppia*, *Rpl13a*, *Rplp0*, *Sdha*, *Tbp*, *Tfrc*, and *Ywhaz*).

### 4.7. Real-Time RT-PCR

To ensure reproducibility, we repeated the earlier procedures and collected 100 embryos from each group to pool together for real-time RT-PCR experiments. We verified partial NGS gene expression using real-time RT-PCR. mRNA was isolated from individually collected embryos using the Dynabeads mRNA DIRECT Micro Kit (Dynal Biotech ASA, Oslo, Norway) following the manufacturer’s instructions.

RT reactions were performed in 17 μL of diethyl-pyrocarbonate-treated water, 1 μL of RNaseOUT recombinant RNase inhibitor (40 U/μL; Invitrogen, Carlsbad, CA, USA), 1 μL of dNTPs (10 mM each dATP, dGTP, dCTP, and dTTP), 1 μL of Oligo (dT) 20 primer (50 μM; Invitrogen), 4 μL of 5X First-Strand Buffer (Invitrogen), 2 μL of DTT (0.1 M), and 1 μL of SuperScript III Reverse Transcriptase (200 U/μL; Invitrogen). The reaction was conducted at 50 °C for 1 h, then at 70 °C for 15 min, 4 °C for 2 min, and 37 °C for 20 min. The resulting cDNA was used for RT-PCR.

RT-PCR was performed with SYBR green PCR master mix (Applied Biosystems, Foster City, CA, USA) and using an ABI 7300 system (Applied Biosystems). Cycling consisted of an initial holding stage (50 °C for 2 min), 95 °C for 10 min, 40 cycles of 95 °C for 15 s and 60 °C for 1 min, and a dissociation stage (95 °C for 15 s, 60 °C for 1 min, and 95 °C for 15 s). Primers are listed in Supplementary Table S4.

### 4.8. MicroRNA Expression Analysis in Vitrified–Warmed Blastocysts

We conducted a miRCURY experiment to validate the microRNA expression results in vitrified–warmed blastocysts. The miRCURY LNA RT Kit is a PCR-based system specifically designed for microRNA array analysis. A total of 150 vitrified–warmed and 150 fresh embryos were individually collected for microRNA expression analysis. MicroRNA expression levels were assessed using microRNA array analysis as part of the transcriptomic analysis.

Total RNA isolation was performed using TriFastFL (VWR/Peqlab, Erlangen, Germany) following the manufacturer’s instructions. RNA concentration and quality were determined using a NanoDrop spectrophotometer (Thermo Fisher Scientific, Dreieich, Germany), with an absorbance wavelength ratio of A260/280  >  1.8 considered suitable for microRNA analysis. Subsequently, cDNA was synthesized using the miRCURY LNA RT Kit (QIAGEN, Hilden, Germany) according to the standard protocol.

The miRCURY analysis established certain quality standards:

S: CT values were <30, indicating relatively high microRNA expression in fresh and vitrified–warmed blastocysts. 

A: MicroRNA expression was relatively high in both tests, with CT values < 30 in one test and >30 in the other. 

B: MicroRNA expression was relatively low in fresh and vitrified–warmed blastocysts, with CT values > 30 in both tests. 

C: The data exceeded the threshold cycle cutoff in one or both sets. 

We anticipated using data containing at least level B or higher for further analysis. This PCR-based approach allowed for sensitive and specific quantification of microRNA expression in our blastocyst samples.

### 4.9. Functional Annotation and Pathway Enrichment Analysis of Differentially Expressed Genes

DEGs identified from RNA-seq analysis results between the control and treatment groups were employed for functional annotation and biological pathway enrichment to elucidate the biological changes and subsequent clinical implications associated with vitrified–warmed embryos. GO term and KEGG pathway enrichment analyses of DEGs were conducted using ShinyGO v.0.80 [13]. To elucidate further gene expression patterns related to vitrified–warmed embryos from a fundamental biological perspective.

### 4.10. MicroRNA Analysis and Functional Enrichment in Vitrified–Warmed Embryos

MicroRNA regulates various biological and physiological processes, including most events in mammalian reproduction. Understanding the natural function of microRNA in vitrified–warmed embryos can enhance our comprehension of embryo locomotion and implantation. We predicted the microRNA expression differences based on DEGs. At this stage, microRNA with a *p*-value of 0.05 was predicted using the analysis package provided by Gene Set Enrichment Analysis, GSEA v.4.1.0 [14,15]. The annotation gene set utilized the C3 molecular signatures database, comprising genes regulating target genes based on predictions for microRNA and transcription factor binding sites [15,68,69]. Subsequently, we correlated the predicted results with the microRNA analysis from the previous section, establishing a longitudinal link between microRNA regulation and mRNA expression. Finally, we used TAM 2.0 to perform functional enrichment analysis of microRNAs [70], applying a Bonferroni *p*-value of 0.05 and ensuring that the number of microRNAs was at least three.

## 5. Conclusions

The findings of this study enhance our understanding of the impact of vitrification on the implantation and developmental potential of blastocysts in mammalian species. These changes involve regulating stress physiology, promoting self-developmental progress, and preparing for preimplantation. Furthermore, it has been observed that microRNAs also undergo changes, and these altered microRNAs may participate in embryo implantation through the modulation of immune responses or stem cell regulation, as indicated in the existing literature.

By promoting the process of self-development, there is a potential for more robust embryonic development and an increase in the implantation rate. Our findings suggest that the enhanced implantation rate in frozen embryo transfer cycles may be attributed to the modified gene expression profiles of vitrified blastocysts rather than solely relying on a selective, more natural endometrial environment.

## Figures and Tables

**Figure 1:**
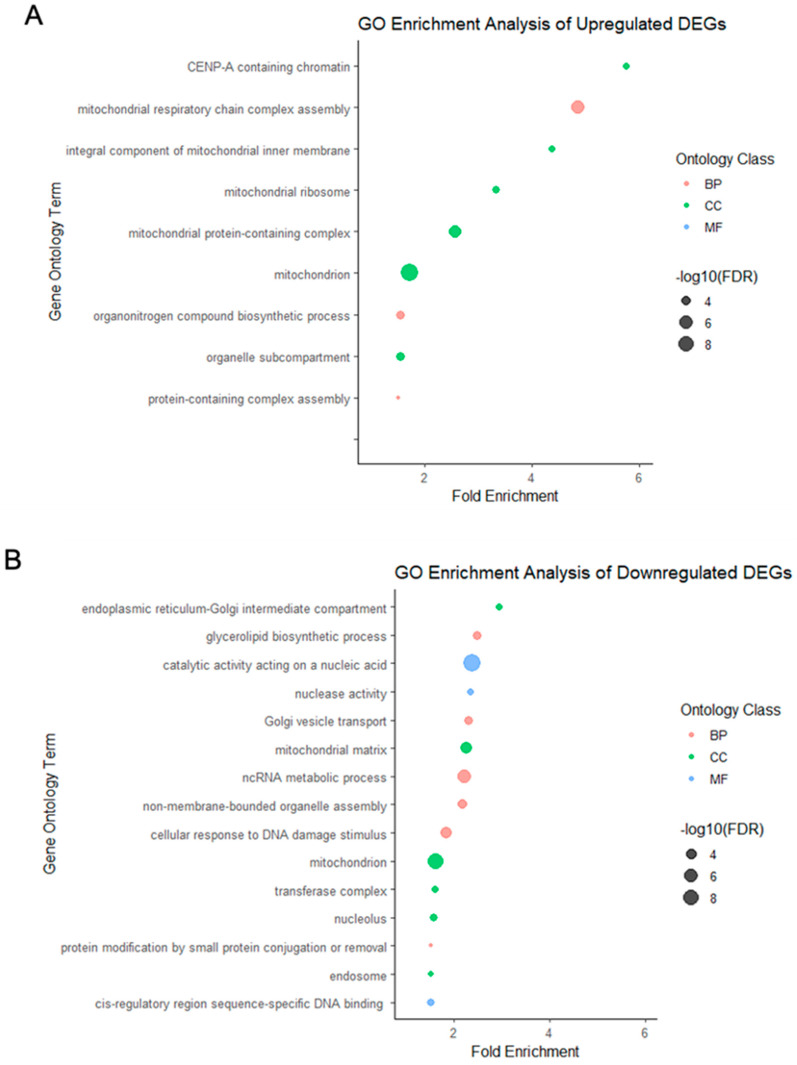
The most abundant GO terms correspond to the (**A**) upregulated and (**B**) downregulated gene expression of vitrified–warmed blastocysts. A plot of gene characteristics depicts the functional categories derived from molecular functions, biological processes, and cellular components. The GO enrichment analysis reveals critical insights into the physiological impacts of vitrification and warming on mouse blastocysts. The upregulated DEGs, highly associated with mitochondria and chromatin, suggest enhanced metabolic activity and potential chromatin remodeling. In contrast, the downregulated DEGs, linked to the endoplasmic reticulum-Golgi intermediate compartment and glycerolipid biosynthesis, indicate a reduction in lipid metabolism and intracellular transport processes. These findings highlight the distinct molecular adaptations occurring in response to cryopreservation, providing a deeper understanding of its effects on embryo viability and development potential. Larger data points indicate lower FDR. Red, green, and blue dots represent biological processes, cellular components, and molecular functions, respectively.

**Figure 2:**
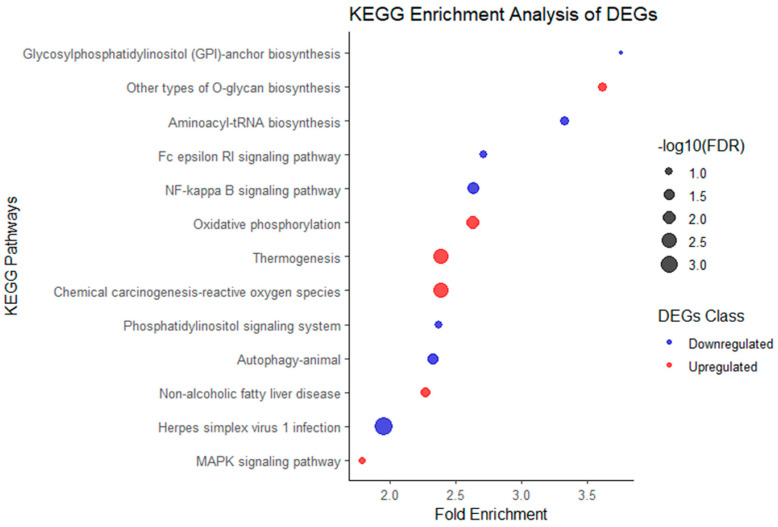
Enrichment analysis of KEGG pathways associated with DEGs in vitrified–warmed blastocysts. The scatterplot depicts the enriched KEGG pathways corresponding to upregulated (red) and downregulated (blue) DEGs. With a false discovery rate (FDR) < 0.2 and fold-change ≥ 1.5, the upregulated DEGs were enriched for 6 pathways, while the downregulated DEGs were enriched for 7 pathways. Enriched pathways of upregulated DEGs such as “Thermogenesis”, “Chemical carcinogenesis-reactive oxygen species”, and “Oxidative phosphorylation”. These pathways promote ATP generation, affecting cell survival, proliferation, migration, and differentiation via the “MAPK signaling pathway”. Enriched pathways of downregulated DEGs mostly involved in immune responses, such as “Herpes simplex virus 1 infection”, “NF-kappa B signaling pathway”, “Autophagy-animal”, “Fc epsilon RI signaling pathway”, and “Glycosylphosphatidylinositol (GPI)-anchor biosynthesis”. The x-axis represents the fold enrichment, calculated as the ratio of the observed gene frequency in the pathway to the expected frequency, based on a random distribution. The y-axis represents the −log10 transformed false discovery rate (FDR), where larger dot points indicate lower FDR values and higher statistical significance. Pathways positioned towards the left exhibit more significant fold enrichments, indicating a higher representation of DEGs in those pathways compared to random expectation.

**Figure 3:**
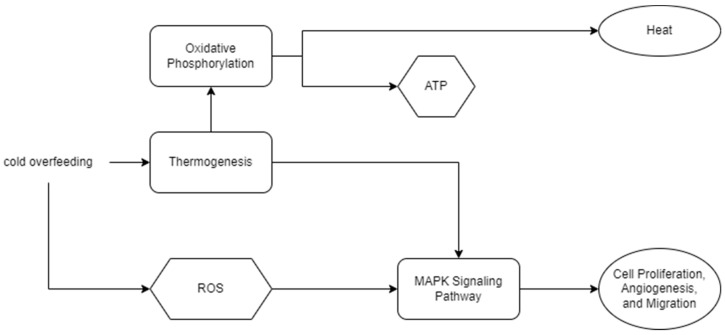
Physiological Mechanisms Induced by Cryopreservation. Cold overfeeding leads to cellular damage, prompting the thermogenesis process to generate heat. This process activates downstream pathways, such as “Oxidative phosphorylation” and “MAPK signaling pathway,” which are essential for ATP production and cellular functions. Consequently, the cryopreservation and warming process necessitates increased ATP production to sustain cell survival and proliferation. The KEGG database indicates associations between pathway enrichment results, represented as rectangles, and downstream mechanism predictions, depicted as ovals. Hexagons denote vital compounds.

**Figure 4:**
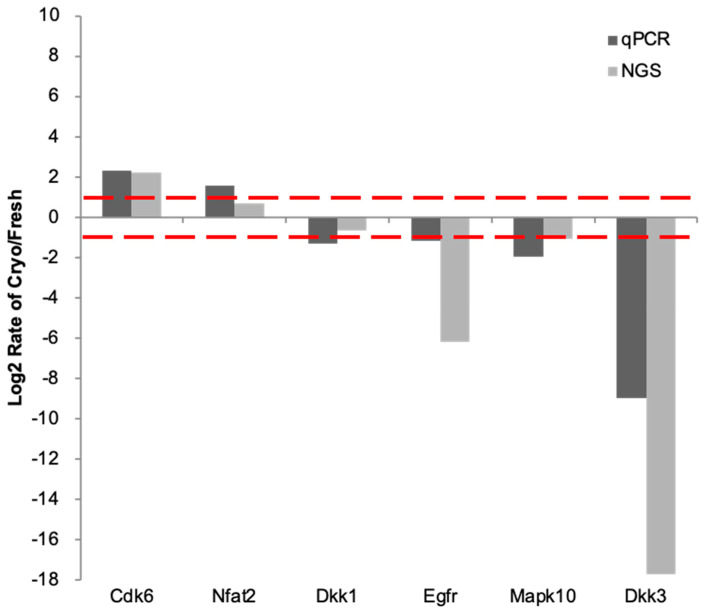
Validation of gene expression results by RT-qPCR. The Y-axis represents the log-2-fold change between vitrified–warmed and fresh blastocysts. The dark gray bar represents the ratio generated by RT-qPCR, and the light gray bar represents the ratio calculated by the NGS result. The dashed line represents the two-fold change difference between the vitrified and fresh cells.

**Table 1:** The number of successful implantations of fresh and vitrified–warmed blastocysts. Recipient female mice (8–12-week-old, ICR strain) were prepared by mating with vasectomized male mice of the same strain 4 days before embryo transfer. Mating was confirmed by the presence of a vaginal plug the following morning. The embryos prepared from C57BL/6JNarl mice were cultured in human tubal fluid for 3 days. The blastocyst transfer was performed 2.5 days following mating. Six vitrified–warmed blastocysts were transferred into the right uterine horn of pregnant mice, and an equal number of fresh blastocysts were transferred into the left uterine horn of the same mice. The mice were euthanized 4 days after embryo transfer.

Number of Mice	Fresh Blastocyst	Vitrified–Warmed Blastocyst
No.1	3/6	3/6
No.2	4/6	6/6
No.3	2/6	5/6
No.4	6/6	6/6
No.5	2/6	5/6
total	17/30 (56.7%)	25/30 (83.3%)

**Table 2:** Summary of microRNA biomarker candidates for implantation advantage of vitrified–warmed blastocysts. The mRNA gene expression profile with gene set enrichment analysis (GSEA) was performed to predict miRNA that may regulate embryonic development. In addition, we performed a miRCURY experiment to verify the results of miRNA expression in vitrified–warmed blastocysts.

microRNA	*p*-Value of GSEA ^1^	NES of GSEA ^2^	miRCURY Log2 of Fold Change ^3^
miR-200b-3p	0.010	−1.28	−0.60
miR-361-5p	0.020	−1.36	−0.62
miR-93-3p	0.020	−1.37	−0.62
miR-9-5p	0.016	−1.27	−0.76
miR-30e-3p	0.007	−1.31	−0.79
miR-214-3p	0.009	−1.39	−0.81
miR-148b-3p	0.017	−1.29	−0.86
miR-301b-3p	0.027	−1.25	−1.00
miR-103a-2-5p	0.031	−1.33	−1.18
miR-30d-3p	0.006	−1.30	−1.25
miR-130b-3p	0.021	−1.24	−1.29
miR-150-5p	0.001	−1.54	−1.36

^1^* p*-value < 0.05. ^2^ NES, normalized enrichment score by GSEA v4.1.0. GSEA normalizes the enrichment scores to produce a normalized enrichment score, which can be used to compare the enrichment of individual enrichments. The plus or minus sign can indicate the directionality of gene expression in the enrichment, but the NES does not represent the intensity of microRNA expression. ^3^ Experimental log-2-fold changes are more than 0.58 or less than −0.58 (this means fold changes are more than 1.5 or less than 0.67) between vitrified–warmed and fresh blastocysts.

**Table 3:** Function enrichment analysis was conducted on miRNA derived from vitrified–warmed blastocysts. The various functions of the miRNA impacted the regulation of embryonic implantation and development. This function list can infer and assess how the vitrified–warmed process influences embryos, leading to a higher successful implantation rate in vitrified–warmed blastocysts.

Function	Bonferroni *p*-Value ^#^	microRNA ^$^
Immune Response	9.30 × 10^−4^	mir-9, mir-103a, mir-150, mir-93, mir-200b
Embryonic Stem Cell Differentiation	9.30 × 10^−4^	mir-9, mir-103a, mir-130b
Nephrotoxicity	2.40 × 10^−3^	mir-30d, mir-130b, mir-30e, mir-200b
Regulation of Stem Cell	6.54 × 10^−3^	mir-9, mir-200b, mir-214, mir-93
Cell Proliferation	7.04 × 10^−3^	mir-9, mir-200b, mir-93, mir-150
Cell Cycle	8.73 × 10^−3^	mir-9, mir-103a, mir-200b, mir-150
Aging	3.35 × 10^−2^	mir-9, mir-30d, mir-30e
Inflammation	4.92 × 10^−2^	mir-9, mir-150, mir-93, mir-130b

^#^ Bonferroni *p*-value < 0.05. ^$^ The number of microRNAs is at least three.

## Data Availability

The data for this study are available and can be accessed via the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database under the accession number GSE268758, which can be found at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE268758.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25168658/s1.

How the deposited data were processed for this re-analysis (not part of the article)

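The samples were mouse blastocysts grown in culture, either fresh or vitrified and warmed. The embryos of each group were pooled, and 3 aliquots of each pool gave 1 RNA-Seq library each, so that 6 libraries from 2 pools were analysed. Libraries were matched to groups by their deposited names.

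The authors counted fragments per gene with CLC Genomics Workbench after trimming and alignment to GRCm38, and these counts are whole numbers without normalization. They are headed exon fragments, though 9035 genes have 0 exons annotated. For some genes, such as Xist and Zscan4a, the exon length given equals the whole span of the gene. The authors computed FPKM from the same counts, the exon length of each gene and a library total that is larger than the sum of its exon fragments, and the FPKM values carry no calibration to housekeeping genes. As deposited, the log2 fold change is the ratio of the authors' group means of FPKM, with a second column that adds a constant of 0.2 to each gene. The methods describe a calibration by the geometric mean of 12 housekeeping genes, whose log2 ratio of geometric mean FPKM is -0.20, the same size. The authors also deposited an unadjusted p-value per gene, and the test behind it is not named in the paper. The release of the gene annotation is not stated. The table holds 28887 entries, of which 8 name no gene, and 28879 genes were used. For each gene it also gives KEGG pathways and GO terms, without parent terms.

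Depth was 9093411 to 11843562 exon fragments per library. In libraries simulated at the measured depth and spread, the test recovered 44% of genes changed by 1.25-fold, 78% by 1.5-fold, 92% by 2-fold and 96% by 4-fold. The changed genes were drawn from those with a mean above 0.5 FPKM. Among 12236 simulated genes tested, 14 unchanged genes were called. For a group without any fragment of a gene, 3 counts over the 3 libraries were taken as the limit, and with 1 to 3 counts the ratio is given with its 95% counting interval.

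Genes were filtered on low counts with filterByExpr and tested with edgeR 4.0.16 (TMM normalization, robust quasi-likelihood test) in R 4.3.3, with p-values adjusted by the Benjamini–Hochberg method over 12774 genes. Calls at the study's thresholds ask for a mean above 0.5 FPKM over 6 libraries, an unadjusted p under 0.05 and at least a 1.5-fold change of the fitted value. Genes seen in 1 group only have at least 1 fragment in each of its 3 libraries and none in the other 3.

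A total of 39 gene lists were fixed from the study's topics and from general knowledge of the embryo. They cover the respiratory chain, its assembly factors, mitochondrial DNA, mitochondrial and cytosolic ribosomes, thermogenesis, antioxidants, MAPK, NF-kappa B, the Fc epsilon receptor, autophagy, antiviral genes, zinc finger genes, GPI anchors, O-glycans, glycerolipids, cholesterol, glycolysis, the intermediate compartment, aminoacyl-tRNA synthesis, DNA repair, p53, the unfolded protein response, heat and cold shock, osmotic and water transport, adhesion, CENP-A chromatin, trophectoderm, epiblast, primitive endoderm, oocyte, 2-cell, cumulus, oviduct and sperm, blood and sex-linked markers, the 12 calibration genes, the RT-qPCR genes and other genes the study names. Of these, 38 had tested members. Each list was tested against all other genes with camera of limma 3.58.1 (preset correlation 0.01, and an estimated correlation), on its own with fry, and for its share of the genes called at the study's thresholds with Fisher's exact test, adjusted over lists and directions.

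The genes named are those the study names, the 6 largest rises and 6 largest falls among genes past the test with a mean above 5 FPKM and no overlap between groups, the 3 highest genes seen in 1 group only in each direction, and up to 3 past the test per list. The values in the paper's text count as seen when the rule was made. Of the genes the rule names, 4 are not reported here and are not among those counted across alternatives. Single genes were also tested with an exact permutation test, whose smallest p is 0.1.

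KEGG pathways and GO terms of at least 10 such genes were tested with a two-sided Fisher's exact test against annotated genes with a mean above 0.5 FPKM. The p-values were adjusted over both directions together, over all pathways for KEGG and separately for processes, components and functions for GO. The study's criteria were used (adjusted p under 0.2 and 1.5-fold for pathways, adjusted p under 0.01, 1.5-fold and 3 called genes for terms). These tests were added after the table was seen to hold the annotation. Pathway and list tests used Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3.

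Alternatives were DESeq2 1.42.0, a calibration to the 12 housekeeping genes, no filter on low counts, only genes above 1 FPKM, limma on log2(FPKM + 0.5), a replicate block, each library left out in turn, an adjusted p or a 2-fold change in the study's thresholds, a fold from the ratio of mean FPKM, other limits for genes seen in 1 group only and an estimated correlation in camera. Added after the data were seen were a correction for exon length, the removal of ribosomal RNA and mitochondrial genes, the authors' p-values over the genes kept by the filter, and all annotated genes as background. Lists were compared with 10000 random lists matched on exon length and mean expression, and each test across genes was repeated on the 10 splits of the 6 libraries into equal groups.

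The implantation results, RT-qPCR, GSEA and the microRNA prediction were not analysed here. Of the pathways the paper names, other types of O-glycan biosynthesis is not among those the table attaches to genes and was not analysed here as a pathway, and a list fixed for it was used in its place.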

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

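The tests of genomic DNA and of RNA of another tissue and the correction for exon length were chosen only after the result was seen.

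Fresh replicate 1 held 5 or more fragments of each of 584 genes that had none in the other 5 libraries, against 1 to 4 such genes in any other library, and the paper does not discuss these genes. It had 7965 fragments on 1814 genes silent in the other 5 libraries, and fragments of 603 of 1102 olfactory receptor genes, against 57 to 178 in the others. Genomic DNA would fall on coding and non-coding genes alike, but silent non-coding genes had 0.0570 and silent coding genes 1.31 fragments per kilobase, a ratio of 0.0436 that argues against it, and RNA of another tissue would be led by a few abundant transcripts, but the 10 highest silent genes held 4.34% of these fragments, which argues against it as well. A source that was not tested stays open, and it may be a library enriched for coding exons, while no biological explanation was tested because the library is an aliquot of the same pool as the other fresh libraries. Without fresh replicate 1, 4403 genes were higher and 4114 lower at an adjusted p under 0.05 in edgeR (4034 and 4188 with it), and 1804 genes were seen only in vitrified–warmed and 616 only in fresh libraries (735 and 566 with it).

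Of 79 genes for proteins of the cytosolic ribosome, a group outside those the paper discusses, 55 were higher and 8 lower in vitrified–warmed blastocysts, among them Rpl13, Rps28 and Rps3 with log2 fold changes of 0.74, 0.58 and -0.42 (median 0.16, -0.01 with limma on log2 FPKM and 0.04 after the correction for exon length; limma's camera, adjusted p = 0.00529, adjusted p = 0.805 with an estimated correlation and 0.0780 without fresh replicate 1, 2.71e-05 to 0.805 over all alternatives). By exon length, the shortest decile of genes had a median log2 fold change of 0.18 and the longest 0.38, against -0.09 to 0.02 in the 8 deciles between. The length given for some genes, such as Xist (22861), equals the whole span of the gene, so the longest decile does not rest on exons alone. The correction for exon length and the matched lists use the same lengths. Among 10000 random lists matched on exon length and expression, the medians of the mitochondrial and cytosolic ribosome lists lay at percentiles 91.9 and 96.0, so gene length bias stays open for them, and that of the nuclear genes of oxidative phosphorylation at percentile 99.8, which argues against gene length bias as the whole source of its shift in lists that treat genes as independent (estimated correlation 0.13 in this list and 0.37 in the cytosolic ribosome list). For the mitochondrial ribosome list the correction for exon length changed the median little, from 0.10 to 0.0852. After the correction for exon length the median of the oxidative phosphorylation list went from 0.23 (SD 0.39) to 0.12 (SD 0.39), and its camera call ended (adjusted p = 0.595, adjusted p = 0.0780 without fresh replicate 1, 4.84e-04 to 0.685 over all alternatives) because the shift became smaller while the spread stayed. A difference between fresh and vitrified–warmed blastocysts also stays open for these lists, as untested, since each group is 1 pool.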

How the results depend on the processing

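The correction for exon length, the removal of ribosomal RNA and mitochondrial genes, the authors' p-values, the KEGG and GO tests and the background of all annotated genes were tests chosen only after the result was seen. Of 132 named genes, 122 kept their direction and their side of the threshold under each of the alternatives chosen at the start, as did 13 of 38 gene lists in camera, 3 of 12 list enrichments and 6 of 12 KEGG pathways of the paper. Keeping a side includes staying uncalled. The 13 lists were not called by camera at all, since the 4 lists it called lost the call with an estimated correlation. Of the 3 list enrichments, that of MAPK among lower genes was not called. Of the 6 pathways, only herpes simplex virus 1 infection and NF-kappa B signaling passed. The number of genes at an adjusted p under 0.05 was 4034 higher and 4188 lower in edgeR, 3971 and 3934 in DESeq2 (3869 and 3923 of them shared with edgeR), 3890 and 4073 with the replicate number as a replicate block (3830 and 4034 shared) and 2647 and 5542 in limma on log2 FPKM (2608 and 4165 shared). At the study's thresholds the counts were 1172 and 1477, and 1217 and 1409 in DESeq2. The 10 splits of the 6 libraries are too few for a share under 0.05: the real split gave 8222 genes at an adjusted p under 0.05 and the highest other 0, for the study's thresholds 2649 and 20, for genes seen in 1 group only 1301 and 165, and for lists called by camera 4 and 3. Depth limits genes with few fragments: Dkk1 had too few for the test. Nfatc1, with 20, 2 and 9 fragments in fresh replicates 1, 2 and 3, passed the test only without fresh replicate 1 among the libraries left out. In simulated libraries 78% of 1.5-fold and 96% of 4-fold changes were recovered. The genes changed there had a mean above 0.5 FPKM, so these shares do not cover genes with few fragments such as Dkk1 and Nfatc1. The pseudocounts of 0.1 and 1 and quantile normalization had been set for a test on FPKM and were not run, since the table holds counts. With 1 library left out, its group has 2.

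Values in brackets are medians of log2 fold change for lists, log2 fold changes for genes and folds for enrichments. In limma on log2 FPKM no scaling is applied and the median of all genes lies at -0.13, so medians just above 0 fall below it. Fewer genes are tested above 1 FPKM, fewer are called at 2-fold, and fewer samples are used with a library left out. For the other changes the cause was not tested. With limma on log2(FPKM + 0.5), the counts were 2647 for genes higher at an adjusted p under 0.05, 607 for genes higher at the study's thresholds and 1 for lists enriched among higher genes. The median changed sign for adhesion (-0.0496), antioxidants (-0.0391), CENP-A chromatin (-0.0911), cytosolic ribosome (-0.0150), Fc epsilon receptor (-0.0751), MAPK (-0.0167), mitochondrial ribosome (-0.0679), mitochondrial DNA (-0.0201), p53 (-0.11), other genes the study names (-0.0496) and primitive endoderm (-0.0596). Camera also called autophagy (-0.33), blood (1.39) and 2-cell (0.46). List enrichment no longer passed for cytosolic ribosome (0, higher genes), O-glycan (2.53, higher genes), respiratory assembly (1.48, higher genes) and mitochondrial ribosome (0.548, lower genes). The KEGG call was lost for MAPK signaling (1.91, higher genes). The sign changed for Ppia (-0.0584), Rplp0 (-0.13) and Vegfa (-0.0496). With a 2-fold threshold, the counts were 557 for genes higher at the study's thresholds, 645 for genes lower at the study's thresholds, 2 for KEGG pathways enriched among lower genes and 1 for GO terms enriched among lower genes. The KEGG fold fell below 1 for thermogenesis (0.632, higher genes), oxidative phosphorylation (0.754, higher genes) and fatty liver disease (0.623, higher genes). The KEGG call was lost for MAPK signaling (2.15, higher genes) and Fc epsilon RI (3.14, lower genes). With only genes above 1 FPKM, the counts were 2789 for genes lower at an adjusted p under 0.05, 0 for lists enriched among lower genes, 0 for KEGG pathways enriched among higher genes and 2 for KEGG pathways enriched among lower genes. The median changed sign for calibration genes (0.00777), epiblast (0.16), heat and cold shock (0.0222), oocyte (0.98) and respiratory assembly (0.0351). Camera also called MAPK (0.19) and mitochondrial DNA (0.19). List enrichment no longer passed for cytosolic ribosome (0.228, higher genes), O-glycan (3.22, higher genes), mitochondrial ribosome (0.395, lower genes), NF-kappa B (2.57, lower genes), oxidative phosphorylation (0.210, lower genes), sex-linked (6.21, lower genes) and zinc finger (1.60, lower genes). The KEGG call was lost for MAPK signaling (1.61, higher genes) and Fc epsilon RI (2.96, lower genes). The sign changed for Tbp (0.0198). With absence taken as at most 0.1 FPKM, the counts were 3289 for genes seen only in vitrified–warmed libraries and 2653 for genes seen only in fresh libraries. With presence taken as a mean above 1 FPKM, the counts were 12 for genes seen only in vitrified–warmed libraries and 27 for genes seen only in fresh libraries. After the correction for exon length, the camera call was lost for aminoacyl-tRNA (-0.22), cholesterol (-0.23), cytosolic ribosome (0.0392) and oxidative phosphorylation (0.12). The median changed sign for DNA repair (0.00406), epiblast (0.0730), heat and cold shock (0.0287), antiviral genes (0.0330), unfolded protein response (0.0458), respiratory assembly (0.0702) and thermogenesis (0.0605). The counts were 1 for lists enriched among higher genes, 0 for GO terms enriched among higher genes, 2 for KEGG pathways enriched among lower genes and 1 for GO terms enriched among lower genes. List enrichment no longer passed for O-glycan (2.81, higher genes), respiratory assembly (1.69, higher genes), mitochondrial ribosome (0.357, lower genes) and oxidative phosphorylation (0.285, lower genes). List enrichment also passed for MAPK (0.258, lower genes). The KEGG fold fell below 1 for thermogenesis (0.936, higher genes), oxidative phosphorylation (0.735, higher genes) and fatty liver disease (0.972, higher genes). The KEGG call was lost for Fc epsilon RI (2.15, lower genes). The sign changed for ATP8 (-0.11), Actb (0.0202), Ppia (-0.0379) and Tbp (0.0409). An estimated correlation in camera leaves the medians as they are and ended the call of aminoacyl-tRNA (-0.29), cholesterol (-0.31), cytosolic ribosome (0.16) and oxidative phosphorylation (0.23). Without a filter on low counts, the median changed sign for blood (-0.81) and epiblast (0.12). Camera also called sex-linked (-0.87). The count was 2 for GO terms enriched among higher genes. Under the housekeeping calibration, the median changed sign for calibration genes (0.00210), epiblast (0.00905), antiviral genes (0.0218), respiratory assembly (0.0295) and thermogenesis (0.00751). List enrichment no longer passed for O-glycan (2.84, higher genes) and mitochondrial ribosome (0.336, lower genes). The KEGG call was lost for MAPK signaling (1.68, higher genes). The sign changed for Tbp (0.0131). Under DESeq2, the median changed sign for antiviral genes (0.00950) and respiratory assembly (0.0168). List enrichment no longer passed for mitochondrial ribosome (0.329, lower genes). Once ribosomal RNA and mitochondrial genes were removed, the median changed sign for antiviral genes (8.56e-04) and respiratory assembly (0.00789). With the replicate number as a replicate block, the median changed sign for respiratory assembly (3.26e-04). With the fold from the ratio of mean FPKM, the counts were 19 for KEGG pathways enriched among higher genes and 7 for KEGG pathways enriched among lower genes. KEGG also called aminoacyl-tRNA (1.84, lower genes). By the authors' p and uncalibrated fold, the counts were 18 for KEGG pathways enriched among higher genes, 0 for GO terms enriched among higher genes and 7 for KEGG pathways enriched among lower genes. KEGG also called aminoacyl-tRNA (1.85, lower genes). Against all annotated genes as background, the counts were 10 for KEGG pathways enriched among higher genes, 5 for GO terms enriched among higher genes, 16 for KEGG pathways enriched among lower genes and 8 for GO terms enriched among lower genes. KEGG also called thermogenesis (2.29, higher genes), reactive oxygen species (2.30, higher genes), oxidative phosphorylation (2.44, higher genes), fatty liver disease (2.32, higher genes), autophagy (2.51, lower genes), GPI anchors (3.53, lower genes), aminoacyl-tRNA (3.47, lower genes) and phosphatidylinositol signaling (2.43, lower genes). By the authors' calls against all annotated genes, the counts were 10 for KEGG pathways enriched among higher genes, 6 for GO terms enriched among higher genes, 12 for KEGG pathways enriched among lower genes and 6 for GO terms enriched among lower genes. KEGG also called thermogenesis (2.50, higher genes), reactive oxygen species (2.54, higher genes), oxidative phosphorylation (2.72, higher genes), fatty liver disease (2.45, higher genes), autophagy (2.44, lower genes), GPI anchors (3.79, lower genes), aminoacyl-tRNA (3.36, lower genes) and phosphatidylinositol signaling (2.61, lower genes). By the authors' p and calibrated fold, the count was 0 for GO terms enriched among higher genes.

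In the ranges below, F and V with a number name the fresh or vitrified–warmed replicate whose absence changed a call, a sign or a count by more than 1.5 times. With each library left out in turn, the counts ranged from 839 to 1804 for genes seen only in vitrified–warmed libraries (F1), 616 to 876 for genes seen only in fresh libraries (F2), 1 to 3 for lists enriched among higher genes (F2, F3), 3 to 10 for KEGG pathways enriched among higher genes (F2, F3), 0 to 1 for GO terms enriched among higher genes (F2, F3, V1, V2, V3) and 2 to 4 for KEGG pathways enriched among lower genes (F2, V3). The median of lists ranged from 0.13 to 0.19 for cytosolic ribosome (F1), -0.0394 to 0.00765 for epiblast (V2), -0.0694 to 0.0155 for antiviral genes (F3, V1), -0.41 to 0.33 for oocyte (F1, F3), 0.20 to 0.26 for oxidative phosphorylation (F1), -0.0157 to 0.15 for other genes the study names (F2, V1), -0.0272 to 0.0494 for respiratory assembly (F2, V1, V2, V3) and -0.13 to 0.0117 for thermogenesis (F1, V2). The fold of lists among higher genes ranged from 0.0983 to 0.218 for cytosolic ribosome (V1, V3), 2.50 to 3.18 for O-glycan (F1, F2, F3), 1.64 to 2.24 for respiratory assembly (F1, F2, F3, V2, V3) and 2.78 to 6.47 for 2-cell (F1). The fold of lists among lower genes ranged from 0.308 to 0.333 for mitochondrial ribosome (F1, F2, F3) and 2.08 to 2.51 for NF-kappa B (F1, F3, V3). The KEGG fold among higher genes ranged from 1.51 to 1.95 for MAPK signaling (F2, V1, V2). The KEGG fold among lower genes ranged from 2.12 to 2.95 for Fc epsilon RI (F2, V3). The log2 fold change ranged from -0.0898 to 0.0116 for Actb (V2, V3), -1.36 to -0.93 for Mapk10 (F2, V1), 0.17 to 1.59 for Nfatc1 (F1), -0.11 to 0.13 for Tbp (F3, V2), -0.11 to 0.25 for Vegfa (F2, F3, V1), 0.0975 to 0.14 for Ppia (F3), -0.0882 to -0.0413 for Rpl13a (F1) and 1.42 to 4.52 for Zeb2 (F1).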

Differences from the paper's values

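The KEGG and GO tests, the correction for exon length, the removal of ribosomal RNA and mitochondrial genes, the authors' p-values and the background of all annotated genes were tests chosen only after the result was seen.

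The mitochondrial terms that the paper reports for higher genes did not pass here against expressed genes. The paper ran its GO and KEGG tests in ShinyGO, which was not run here. The GO test here took only terms that the table attaches directly to genes, without parent terms or small terms. The counts thus come from unlike tests, and the gap alone does not count against the paper's terms. The paper gives 32 enriched GO terms for higher and 45 for lower genes. At its thresholds for terms, 1 and 0 were found here (Fisher's exact test, with 39 and 32 at an unadjusted p under 0.05, and 1 and 0 with calls from DESeq2). None of the alternatives set before the data were examined reaches either value (0 to 2 terms for higher genes and 0 for lower genes, or 1 with a 2-fold threshold), and of those chosen after seeing the values, the correction for exon length gave 0 and 1, the authors' p with either fold 0 and 0, the removal of ribosomal RNA and mitochondrial genes 1 and 0, all annotated genes as background 5 and 8, and the authors' calls with that background 6 and 6. With all annotated genes as background, chosen after seeing the values, the terms mitochondrion, mitochondrial inner membrane, its integral components, complex I and complex I assembly passed for higher genes, and NADH dehydrogenase activity as well with the authors' calls. The mitochondrion then also passed for lower genes, with DNA repair, the response to DNA damage, protein transport, vesicle-mediated transport and RNA methylation, and, with the calls made here, tRNA wobble uridine modification and peroxisome.

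For lower genes the paper gives 7 enriched KEGG pathways from ShinyGO, and 4 were found here with an unlike test. Of the alternatives set before the data were examined, the fold from the ratio of mean FPKM gave 7, with 4 of the paper's 7 pathways passing. The others (DESeq2, housekeeping calibration, no filter, genes above 1 FPKM, limma, replicate block, each library left out, adjusted p, 2-fold) gave 2 to 4, not within 1.5 times. The authors' p and uncalibrated fold, chosen after seeing the values, gave 7 as well and dropped 3 of the paper's 7 pathways, while the authors' p and calibrated fold gave 3, the correction for exon length 2, the removal of ribosomal RNA and mitochondrial genes 4, all annotated genes as background 16 and the authors' calls with that background 12.

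Enrichment folds that the paper shows only as a plot were more than 1.5 times as high there for 7 pathways, and an alternative is named below where its fold comes within 1.5 times of the paper's, which does not mean that the 2 are equal. Thermogenesis is at about 2.4 in Figure 2, read by eye, and was 1.39 here, and within 1.5 times among genes above 1 FPKM (1.71) or without vitrified–warmed replicate 2 (1.61). The reactive oxygen species pathway is at about 2.4 in Figure 2, read by eye, and was 1.45 here, and within 1.5 times in limma on log2 FPKM (1.79), with the fold from the ratio of mean FPKM (1.71), without vitrified–warmed replicate 2 (1.65) and, chosen after seeing the values and dropping 4 of the paper's 5 higher pathways, with the authors' p and uncalibrated fold (1.74). Non-alcoholic fatty liver disease is at about 2.3 in Figure 2, read by eye, and was 1.46 here, and within 1.5 times among genes above 1 FPKM (1.79), without vitrified–warmed replicate 2 (1.77) and, chosen after seeing the values and dropping 4 of the paper's 5 higher pathways, with the authors' p and calibrated fold (1.56). Oxidative phosphorylation, autophagy, GPI anchor and aminoacyl-tRNA biosynthesis are at about 2.6, about 2.3, about 3.8 and about 3.3 in Figure 2, read by eye, and were 1.33, 1.45, 1.76 and 1.66 here, and not within 1.5 times under any alternative set before the data were examined. For the first 3 pathways no other alternative set before the data were examined comes within 1.5 times. With all annotated genes as background, chosen after seeing the values and dropping 0 of the paper's 12 pathways tested here, the folds of thermogenesis, reactive oxygen species, oxidative phosphorylation, fatty liver disease, autophagy, GPI anchor and aminoacyl-tRNA biosynthesis were 2.29, 2.30, 2.44, 2.32, 2.51, 3.53 and 3.47, and with the authors' calls and that background, chosen after seeing the values and also dropping 0, 2.50, 2.54, 2.72, 2.45, 2.44, 3.79 and 3.36.

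The paper names 5 pathways for higher genes that were tested here, and 1 of them, MAPK signaling, passed (1.82-fold, the paper's 1.78). Of the 7 it names for lower genes, 3 passed: herpes simplex virus 1 infection, NF-kappa B and Fc epsilon RI signaling. Aminoacyl-tRNA biosynthesis was also called with the fold from the ratio of mean FPKM (1.84) and, chosen after seeing the values, with the authors' p and uncalibrated fold (1.85), and all 12 passed with all annotated genes as background, chosen after seeing the values as well, with either set of calls.

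The paper states that thermogenesis has the lowest false discovery rate among pathways of higher genes, and its adjusted p was 0.580 here, with metabolism of xenobiotics by cytochrome P450 lowest at 0.0159. It presents terms of the intermediate compartment, glycerolipids and CENP-A chromatin among its leading results. None of these passed in any setting run on the terms the table attaches to genes, but terms of fewer than 10 genes and parent terms were left out. Terms of glycerolipids and CENP-A chromatin may thus not have been tested, so their absence is no evidence against the paper's terms. The intermediate compartment term was tested (11 of 56 genes lower, 1.30-fold). The CENP-A list had 9 higher and 7 lower genes (median 0.08, -0.09 with limma on log2 FPKM). The paper reports Nfat2 as upregulated by RT-qPCR on embryos collected again for that purpose, which was not analysed here. In the RNA-Seq counts Nfatc1 had a log2 fold change of 0.66 that did not pass the test (adjusted p = 0.349 from edgeR, the authors' own unadjusted p 0.356). Without fresh replicate 1 Nfatc1 passed (1.59). The paper counts Cdk6 and Nfat2 among its DEGs, and their means of 0.267 and 0.0943 FPKM lie under the study's floor of 0.5. For Dkk1 it states that RT-qPCR and RNA-Seq match, and the gene had too few fragments for the edgeR test and an unadjusted p of 0.373 in the authors' table. The directions of Cdk6, Egfr, Dkk3 and Mapk10 match the paper's. The counts of DEGs at its thresholds were not the same but within 1.5 times: 1172 higher and 1477 lower, 2649 in all (the paper's 1239, 1403 and 2642).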

Other observations

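The tests of counting noise and of few molecules captured were chosen only after the result was seen.

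Genes of cholesterol synthesis lay lower in vitrified–warmed blastocysts, with 2 higher and 16 lower of 25. Sqle, which encodes squalene epoxidase, fell by 1.83 on the log2 scale (list median -0.31; limma's camera, adjusted p = 0.0230, adjusted p = 0.553 with an estimated correlation and 0.108 after the correction for exon length, 0.00386 to 0.553 over all alternatives). Glycolysis genes were 6 higher and 8 lower of 19 (median -0.10, mean 0.38), with log2 fold changes of 5.30 for Pfkfb3, which makes an activator of glycolysis, 0.36 for Gapdh and -0.47 for Pgk1. Heat and cold shock genes were 6 higher and 11 lower of 29 (median -0.04, 0.02 among genes above 1 FPKM and 0.03 after the correction for exon length), and the cold-inducible RNA-binding protein Cirbp and Bag3, a co-chaperone, rose by 1.70 and 0.57, and the small heat shock protein Hspb8 from 8.32 ± 0.800 to 19.8 ± 1.60 CPM (SD, n = 3 each). In the unfolded protein response and integrated stress response, 10 higher and 15 lower of 36 (median -0.04, 0.05 after the correction for exon length), Phgdh of serine synthesis and the chaperones Hspa5 and Hyou1 fell by 0.83, 0.53 and 0.58. Targets of p53 and regulators of apoptosis were 12 higher and 12 lower of 36 (median 0.05, -0.11 with limma on log2 FPKM), with the cell cycle inhibitor Cdkn1a at 0.75, Plk2 at 1.06 and the DNA damage sensor Xpc at -1.08. Genes of water channels and the osmotic response were 9 higher and 2 lower of 20 (median 0.20), with Aqp9, an aquaglyceroporin, and the kinase Wnk1 at 0.48 and 0.30. The camera test gave an adjusted p of 0.968, 0.728, 0.637, 0.864 and 0.213 for these 5 lists.

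Trophectoderm markers were 11 higher and 5 lower of 20 (median 0.19, camera adjusted p = 0.299), and Id2, Dppa1 and Tfap2c rose by 0.74, 0.59 and 0.58 on the log2 scale. Epiblast markers were 9 higher and 8 lower of 19 (median -0.02, 0.12 without a filter, 0.16 among genes above 1 FPKM, 0.07 after the correction for exon length, 0.01 with the housekeeping calibration and 0.00765 without vitrified–warmed replicate 2; camera adjusted p = 0.864), with Fgf4, a growth factor of the epiblast, at 2.12, Utf1 at 0.89 and Gdf3 at -1.05. For primitive endoderm the counts were 5 higher and 6 lower of 17 (median 0.08, -0.06 with limma on log2 FPKM; camera adjusted p = 0.864), with its regulator Gata6 at 0.51 and the endocytic receptors Cubn and Lrp2 at -0.68 and -0.22. Adhesion and implantation genes were 15 higher and 10 lower of 37 (median 0.05, -0.05 with limma on log2 FPKM; camera adjusted p = 0.864), among them Fermt2 at 0.57 and Bsg at -0.44, and Timp1, an inhibitor of matrix proteases, was 69.5-fold (95% counting interval 12.0 to 2787) higher. Of 9 transcripts of the 2-cell stage tested, 6 were higher and 1 lower (camera adjusted p = 0.152): Zscan4f and Zscan4a, of a family of near-identical genes that share reads, had log2 fold changes of 5.04 and 4.63, and Zfp352 was 53.9-fold (95% counting interval 18.1 to 264) higher. At the study's thresholds 4 of 8 of them were called higher (4.15-fold, adjusted p = 0.0661; 6.47-fold, adjusted p = 0.00696 without fresh replicate 1, 0.00696 to 0.733 over all alternatives). Oocyte transcripts were 3 higher and 5 lower of 12 (camera adjusted p = 0.584), with Npm2 at 2.42 and Fbxw15 and H1foo, without a fragment in vitrified–warmed libraries, at least 24.2-fold and at least 19.1-fold lower. Of cumulus cell markers 2 were tested and Star was lower (-3.00; camera adjusted p = 0.728), and of 12 oviduct and sperm markers none had enough fragments for the edgeR test. Of 19 blood markers 3 were tested and all 3 were higher, Hba-a1, Cd68 and Hbb-bs with log2 fold changes of 3.12, 2.26 and 1.38. They had 4.60 to 5.75 CPM in vitrified–warmed libraries (camera adjusted p = 0.0916, enrichment 8.30-fold, Fisher's exact test, adjusted p = 0.0184). Hba-a1 and Cd68 passed the filter only through those libraries, so the 3 do not stand for the list, whose median was -0.81 without a filter. Of 7 sex-linked genes Xist was higher (0.40) and the 6 tested genes of the Y chromosome were lower, with Ddx3y at -0.63 and Eif2s3y at -0.92 (camera adjusted p = 0.0814). At the study's thresholds 5 of 6 were called lower (5.49-fold, Fisher's exact test, adjusted p = 0.00677, lost among genes above 1 FPKM). The list was fixed for the sex ratio of the pools. With 1 pool per group, a different share of male embryos cannot be told apart from an effect of vitrification on these genes.

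Among the study's other named genes, Fermt2 was higher, Zeb1 was 64.5-fold (95% counting interval 11.2 to 2583) lower, Vegfa and Zeb2 did not pass the test (0.03 and 1.96; Vegfa -0.05 with limma on log2 FPKM; Zeb2 past the test without fresh replicate 1 at 4.52, with the replicate block at 2.33 and with limma on log2 FPKM at 0.46), and Mmp9 and Notch3 were not in the test. The 12 calibration genes were 4 higher and 4 lower, from -0.66 for Tfrc to 0.88 for B2m, and the ratio of their geometric mean FPKM was -0.20 on the log2 scale, the same size as the constant that the authors' table adds. Without the constant of 0.2, the authors' table calls 840 genes higher and 2096 lower. With it, 115 genes were called here only and 108 by the authors only, and 59 genes above 0.5 FPKM lay outside the edgeR test.

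Lists with fewer genes called at the study's thresholds than other genes were the cytosolic ribosome (1 of 79 higher, 0.105-fold, Fisher's exact test, adjusted p = 0.00943, lost without vitrified–warmed replicate 1 or 3, among genes above 1 FPKM and with limma on log2 FPKM, adjusted p = 0.0531, 0.0669, 0.0862 and 0.0988, 0.00943 to 0.0988 over all alternatives; and 0 of 79 lower, adjusted p = 3.06e-04), oxidative phosphorylation (2 of 79 lower, 0.167-fold, adjusted p = 0.00677, lost among genes above 1 FPKM and after the correction for exon length, adjusted p = 0.0586 and 0.0648, 0.00649 to 0.0648 over all alternatives) and the mitochondrial ribosome (4 of 84 lower, 0.314-fold, adjusted p = 0.0392, lost without fresh replicate 1, 2 or 3, adjusted p = 0.0621, 0.0560 and 0.0609, and in DESeq2, with the housekeeping calibration, among genes above 1 FPKM, with limma on log2 FPKM and after the correction for exon length, 0.0336 to 0.315 over all alternatives). Such large changes were rare in abundant genes generally: in the highest abundance decile 1.49% of genes were at least 1.5-fold higher and 1.02% lower, against 18.6% and 20.5% in the 5th decile, so the low counts are not shown to be a trait of these lists. The enrichment tests were not matched on abundance, so lists and pathways with a high share of calls carry the same limit. List medians, a different measure, were compared with random lists matched on exon length and expression, which treat genes as independent. They lay at percentiles 0.78 for zinc finger, 0.19 for aminoacyl-tRNA, 0.03 for sex-linked and 99.97 for MAPK genes. Those of NF-kappa B and O-glycan genes lay at 8.56 and 92.7. Correlation of log2 CPM was 0.990 to 0.996 within and 0.944 to 0.948 between groups, the first principal component held 83.3% of the variance and the second 7.77%. Libraries of the same number were not paired (correlation of deviations -0.0291 to -0.00848).

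Fold changes spread more at low abundance, with an SD of log2 fold change of 3.69 in the lowest and 0.29 in the highest abundance decile. They also leaned upward there, with a median log2 fold change of 1.10 in the lowest decile and 0.29 in the 2nd. In the lowest decile 55.9% of genes were at least 1.5-fold higher and 32.1% lower. A rise of a gene with few fragments is thus not set apart from this general lean. Counting noise would give a spread alike within and between groups, but for genes with 100 to 1000 fragments the mean chi-square per gene was 8.90 times as large between as within groups, and for genes of low abundance, with a mean of 11.5 fragments, the mean squared difference between groups was 3.77 where the spread between aliquots gives 0.232, which argues against counting noise as the whole source. The extra variance between groups fell with mean count at a log-log slope of -0.740 ± 0.0487 (standard error), steeper than -0.5, a bound set after the data were seen. Any source whose spread falls steeply enough with abundance would pass that bound, so the slope cannot single one out. Few molecules captured before the material of a group was divided may be a source and stays open. The paper states only that the pooled embryos were divided, not that captured material was. A difference between fresh and vitrified–warmed blastocysts stays open too, as untested, since each group is 1 pool.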
